# Novel genes upregulated when NOTCH signalling is disrupted during hypothalamic development

**DOI:** 10.1186/1749-8104-8-25

**Published:** 2013-12-23

**Authors:** Leslie Ratié, Michelle Ware, Frédérique Barloy-Hubler, Hélène Romé, Isabelle Gicquel, Christèle Dubourg, Véronique David, Valérie Dupé

**Keywords:** Notch, Proneural genes, Hypothalamus, Neuronal differentiation, Embryonic brain

## Abstract

**Background:**

The generation of diverse neuronal types and subtypes from multipotent progenitors during development is crucial for assembling functional neural circuits in the adult central nervous system. It is well known that the Notch signalling pathway through the inhibition of proneural genes is a key regulator of neurogenesis in the vertebrate central nervous system. However, the role of Notch during hypothalamus formation along with its downstream effectors remains poorly defined.

**Results:**

Here, we have transiently blocked Notch activity in chick embryos and used global gene expression analysis to provide evidence that Notch signalling modulates the generation of neurons in the early developing hypothalamus by lateral inhibition. Most importantly, we have taken advantage of this model to identify novel targets of Notch signalling, such as *Tagln3* and *Chga,* which were expressed in hypothalamic neuronal nuclei.

**Conclusions:**

These data give essential advances into the early generation of neurons in the hypothalamus. We demonstrate that inhibition of Notch signalling during early development of the hypothalamus enhances expression of several new markers. These genes must be considered as important new targets of the Notch/proneural network.

## Background

The hypothalamus influences a broad spectrum of physiological functions, including autonomic nervous system, reproduction and behaviour. Despite its physiological importance, we are only beginning to understand the molecular mechanisms underlying neural differentiation within this brain region. In the developing hypothalamus, progenitor domains were characterized by complex patterns of transcription factor gene expression, and an important yet unresolved question concerns the molecular determinants of the neurons produced in each progenitor domain [1,2].

The hypothalamus develops from the ventral region of the diencephalon and pattern formation depends on the activities of major protein signalling pathways, such as Sonic hedgehog (Shh) and bone morphogenic protein (BMP) [3]. They are involved in patterning, regional identity and cell fate determination. Proper development of the hypothalamic axis then requires signals, which lead to numerous types of neurons and glia. The temporal control of the transition from cell proliferation to cell differentiation in the nervous system is believed to involve many antagonist factors and a proper balance of their actions is essential for neurogenesis to take place [2,4].

It has been well described that Notch signalling is an evolutionary conserved mechanism that plays an essential role in maintaining neural progenitor identity and suppressing neuronal differentiation [5,6]. The transmembrane Notch receptor is activated upon binding to membrane-bound DELTA or SERRATE ligands present in adjacent cells. Upon activation of Notch signalling, the Notch intracellular domain (NICD) is released and forms a complex with the DNA-binding transcription factor RBPJ. This complex induces the transcription of repressor-type basic helix-loop-helix (bHLH) *Hes* and *Hey* genes by binding to their promoters [7,8]. Gain of function studies have revealed that constitutive Notch signalling leads to cells remaining as progenitors [9,10], whereas loss of NOTCH1 results in the premature differentiation of neurons at the expense of undifferentiated cells in the cerebellum [11]. Similarly, *Hes1* and *Hes3* double null mice show premature neuron formation in the mesencephalon and rhombencephalon [12]. Numerous studies have shown that this premature differentiation of neurons occurs through transient and sequential upregulation of proneural bHLH transcription factor genes [13-16]. From these studies and numerous others it has been proposed that to maintain neural progenitor cells a regulatory loop takes place between neighbouring cells. This loop involves the upregulation of Delta-ligand expression by proneural genes and downregulation of proneural gene expression by the Notch signalling pathway through the repressor *Hes/Hey* genes. This process is called lateral inhibition [13,17]. Thus, in the absence of *Hes* and *Hey* bHLH repressors, proneural genes such as *Ascl1* or *NeuroG* are significantly upregulated, and induce expression of a wide spectrum of neuron-specific genes leading to premature formation of early-born neurons [18].

Recently, Notch signalling has been strongly implicated in the differentiation of the mouse hypothalamic arcuate neurons (Arc) through a loss of function study in the mouse [16]. This study shows that Notch signalling affects maintenance of the hypothalamic neuronal progenitor pool by repressing the proneural gene, *Ascl1*. However, little is known about the molecular targets of this Notch/proneural network during this process.

In order to address the extent to which Notch signalling is required for functional neuronal development we have taken advantage of its function in the developing hypothalamus to characterize new target genes. A chemical approach was used to inactivate Notch signalling in the chick embryo in a specific time-window corresponding to the early steps of hypothalamic neurogenesis. Microarray analysis has allowed us to describe new critical neuronal precursor-specific markers that may be expressed under the control of the Notch/proneural network.

## Results

### Expression of Notch components during hypothalamus development

To identify the exact time point when the Notch pathway may be required during hypothalamus development, we examined the temporal expression of several Notch components in the developing chick brain between Hamburger and Hamilton (HH)8 and HH16 (Figure 1 and data not shown).

**Figure 1:**
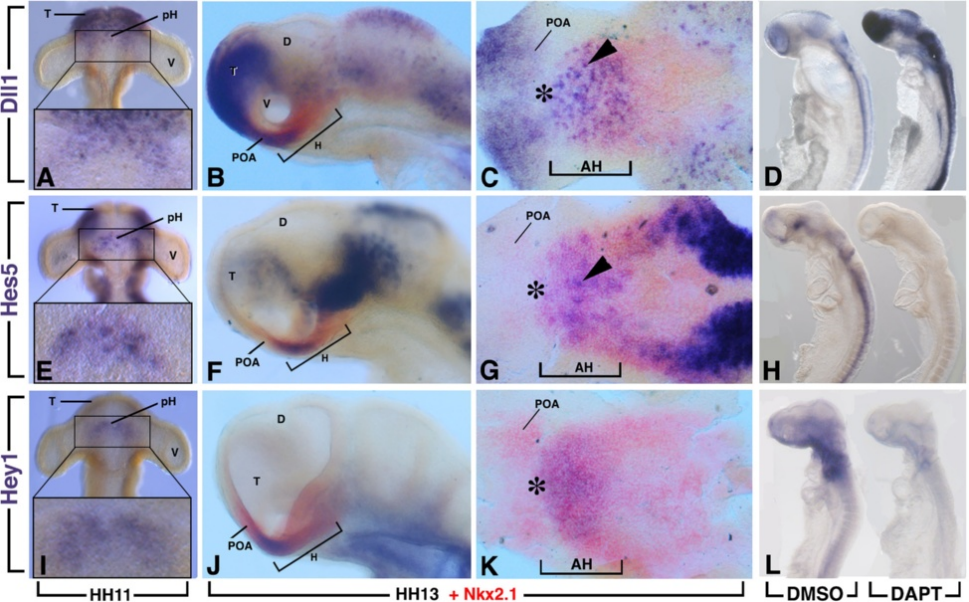
**Regionalized expression of the components of the Notch pathway in the hypothalamus.** Expression of *Dll1*, *Hes5* and *Hey1* at Hamburger and Hamilton (HH)11 and HH13 as indicated. All genes were detected initially as a crescent region between the two optic vesicles (boxes in **A**,**E**,**I**). **(B,C,F,G,J,K)** Double expression of Dll1, Hey1 or Hes5 (blue) with Nkx2.1 (red) at HH13, showing that the expression of all the genes occupies the rostral region of the hypothalamus. **(C,G,K)** Hemisected, flatmounted preparation of the ventral diencephalon of the corresponding embryos in **B**,**F**,**J**, respectively, with the optic vesicles removed and viewed from the ventral side. Arrowheads indicate scattered cell expression. Asterisk indicates rostral expression caudal to the prospective chiasmatic area. **(D,L)** HH10 chick embryos were treated with N-[3.5-difluorophenacetyl-L-alanyl)]-S-phenylglycine t-butyl ester (DAPT) or (DMSO) for 16 hours. **(H)** Embryos were treated for only 3 hours from HH12. There was downregulation of *Hes5***(H)** and *Hey1***(L)** expression after DAPT treatment, whereas Dll1 was upregulated **(D)**. AH, anterior (rostral) hypothalamus; D, diencephalon; H, hypothalamus; pH, hypothalamus primordium; POA, preoptic area; T, telencephalon, V, optic vesicle.

We observed that expression of *Dll1, Hes5* and *Hey1* were first detected in and around the ventral midline of the diencephalon just before HH11 with only a few marked cells labelled (Figure 1). At HH11, *Dll1* expression was found from the telencephalon to the rostral region of the diencephalon in scattered cells (Figure 1A). At this stage, *Hes5* was similarly expressed in the rostral region of the head except at the level of the most anteromedial part of the telencephalon where its transcripts were not found (Figure 1E). In contrast, *Hey1* expression was restricted to the rostroventral diencephalon between the two developing optic vesicles (Figure 1I). Importantly, ventral views of HH11 dissected neural tube revealed the ventral neurectodermal surface with similar expression patterns in a crescent-shaped area for *Dll1*, *Hes5* and *Hey1* centred around the midline between the optic vesicles (boxes in Figure 1A,E,I).

As development proceeds, the hypothalamus primordium was morphologically evident from approximately HH13. At this stage, double *in situ* hybridization with *Nkx2.1*, a general early marker of the hypothalamic plate [19], revealed an overlapping expression with *Dll1*, *Hes5* and *Hey1* that was restricted to the rostral region of the hypothalamus with rostral expression caudal to the prospective chiasmatic area (Figure 1C,G,K, asterisk). At this stage, *Dll1* displayed a fine salt-and-pepper-like pattern (Figure 1C, arrowhead). From HH13, *Nkx2.1* had just started to be expressed separately in the preoptic area of the basal telencephalon. *Dll1* was also expressed in the preoptic area but not *Hes5* and *Hey1. Dll1* and *Hes5* expression were also found overlapping with *Nkx2.1* in the lateral domain of the hypothalamic region.

The rostral hypothalamus gives rise to the nucleus of the tract of the postoptic commissure (nTPOC) at HH13 [20] as shown with the HuC/D-positive cells (Figure 2A). The members of the Notch signalling pathway that were expressed within the chick diencephalon from HH11 (Figure 1) mapped to the rostral end of the hypothalamus primordium corresponding to the nTPOC. The specific colocalisation of Notch components with the nTPOC at this stage underlines a strong contribution of this pathway during differentiation of hypothalamic neurons.

**Figure 2:**
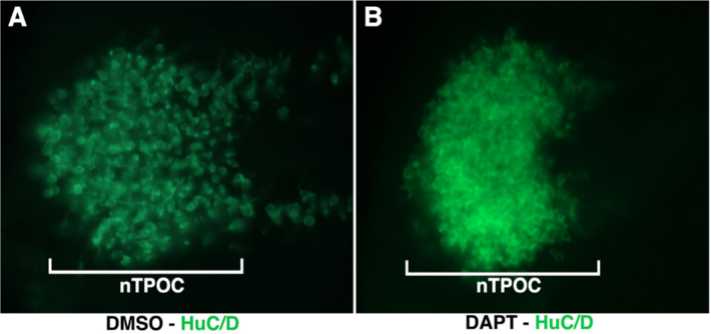
**Immunostaining for HuC/D in the rostral hypothalamus of DMSO and DAPT-treated chick embryos (n = 6). (A,B)** High magnification of hemisected, flatmounted preparations of the rostral hypothalamus at Hamburger and Hamilton (HH)13. The nucleus of the tract of the postoptic commissure neurons (nTPOC) was characterized by the expression of the Hu class of RNA-binding proteins that marks post-mitotic neurons. While the neurons were scattered in the DMSO control **(A)**, after DAPT treatment the nTPOC population becomes denser **(B)**. DMSO; DAPT, N-[3.5-difluorophenacetyl-L-alanyl)]-S-phenylglycine t-butyl ester.

### Setting up an experimental strategy to identify Notch response genes in the early developing hypothalamus

To identify Notch response genes we used a chemical inhibition strategy combined with a global measure of transcript levels using chicken microarrays. The γ-secretase inhibitor N-[3.5-difluorophenacetyl-L-alanyl)]-S-phenylglycine t-butyl ester (DAPT) provides a powerful tool to inhibit cell differentiation processes regulated by Notch [14]. This treatment caused a rapid downregulation of *Hes5* expression after only 3 hours of DAPT-treatment (Figure 1H).

Based on our previous observations, showing that Notch components were first detected between HH10 and HH11 in the hypothalamus primordium, the genetic response to an inhibition of the Notch pathway was analysed from HH10 to HH13, corresponding to an overnight culture (16 hours). HH10 embryos were dissected and transferred into roller tubes, in which they were cultured for 16 hours either in Dimethyl sulfoxide (DMSO) or 40 μM DAPT-supplemented medium. With such conditions, the size of the embryos was similar between DAPT-treated and control embryos with no obvious morphological defects. In all DAPT-treated embryos analysed, the expression of *Hes5* (n = 20) and *Hey1* (n = 15) was dramatically reduced or abolished in the neural tube and forebrain, including the ventral diencephalon (Figure 1L). It has been well established that downregulation of *Hes5* de-represses the expression of *Dll1*[18]. Accordingly, the DAPT treated embryos (n = 15) exhibit increased expression of Dll1 after 16 hours of treatment (Figure 1D). Furthermore, Notch inhibition during this period was associated with an increase in the number of neurons and a loss of the scattered neurons in the rostral hypothalamus (Figure 2). Therefore, a treatment starting at HH10 for 16 hours appeared to be appropriate to identify direct or indirect downstream targets of Notch signalling during the first step of hypothalamic neurogenesis.

### Identification of Notch response genes in the developing forebrain

HH10 embryos were treated with DAPT and harvested after 16 hours culture, at approximately HH13, for a comparative microarray analysis. 

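RNA was measured in the prosencephalic domain of embryos cultured for 16 hours with 40 µM DAPT, an inhibitor of gamma-secretase, the protease whose cleavage activates Notch receptors, or with DMSO, its solvent. Each of 4 pools per condition, of 5 embryos each, was labelled with a single dye and hybridized to its own Agilent array, so that n = 4 arrays per condition. The arrays lay on 2 slides, with arrays 1 and 2 of each condition on slide 1 and arrays 3 and 4 on slide 2. The authors' image analysis gave a background-corrected signal for every spot, in intensity units that had not been normalized between arrays, and the paper's methods name a normalization to the 50th percentile of each chip. From these signals, log2 values were computed over 43603 probes outside the control spots, and the median of each array was subtracted. The median signal before this step was 205.8, 205.8, 353.8 and 197.7 on DMSO arrays 1 to 4, and 245.2, 180.8, 202.6 and 177.6 on DAPT arrays 1 to 4. Spots well above background made up 78.7%, 76.6%, 77.3% and 74.4% of the spots on the DMSO arrays and 80.8%, 67.8%, 76.2% and 77.3% on the DAPT arrays, in the same order. A probe was tested if it was well above background on all 4 arrays of at least 1 condition, which left 31504 probes for 18944 genes or accessions. The largest source of variation was the slide: the first principal component held 59.5% of the variance and parted slide 1 from slide 2. Pairs of arrays of the same condition had a median correlation across probes of 0.985 on the same slide and of 0.963 on different slides, and pairs from different conditions had 0.987 and 0.961. Probes are not independent replicates, and the number of arrays limits the precision of each value below. Values for a gene are log2 signals relative to the median of the array, with the standard deviation (SD) over arrays.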

To restrict our findings to genes that were controlled by Notch in the prosencephalon-forming region, we dissected a domain that was situated rostral to the mesencephalic region containing the hypothalamic primordium. This domain was chosen because it was morphologically well delimited at the stage of dissection. For each experiment, five prosencephalons from the same culture were dissected and pooled to obtain total RNA. Four different sets of experiments were collected and tested by microarray, using chick genome 4x44k DNA-microarray (Agilent, Massy, France; [21]). The DMSO and DAPT-treated embryos were directly compared by Genespring GX software version 12.0 Agilent. 

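Between DAPT and DMSO, 30 probes were higher and 12 lower with an adjusted p under 0.05 (limma, two-sided, Benjamini-Hochberg adjustment over the 31504 probes). Counted by gene, each represented by its brightest probe, 19 genes were at least 1.3-fold higher and 6 at least 1.3-fold lower with an adjusted p under 0.05. With the 1.3-fold threshold alone and no test, 792 genes were higher and 904 lower. Arrays of the conditions did not overlap for 353 of the 18944 genes (1.86%), where 4 exchangeable arrays against 4 would give 2.86% by chance. The arrays are not exchangeable, since a slide difference keeps groups that each span both slides from separating. In the 17 other splits with 2 arrays of each slide in each group, a comparison chosen after seeing the data, the share was 0.41% to 2.18% with a median of 0.855%. Slide was not part of this fit. With slide as a block the counts rose to 102 probes higher and 38 lower, and with the array number as a block to 121 and 70, and both sets included all 42 probes called without a block. Background correction by normexp on the median spot signals, an alternative chosen after seeing the data, moved the untested counts most among the settings that kept the 1.3-fold threshold, to 2582 genes higher and 9023 lower, and it also moved the median of all probes by -0.31 on the log2 scale. The number of probes called was sensitive to single arrays. It fell to 5 higher and 6 lower without DAPT replicate 2 or without DAPT replicate 4, and leaving out any other array gave 7 to 20 higher and 6 to 15 lower. The untested counts ranged from 875 to 1376 higher and from 908 to 1450 lower when each array was left out in turn, and the highest of these came without DMSO replicate 2 and without DMSO replicate 3, respectively. Responses were also compared between the slides. Of 32 probes called on slide 1 alone, 31 changed in the same direction on slide 2, and of 42 called on slide 2 alone, 41 did so on slide 1. A limma test of the difference in response between slides called 0 of 31498 probes, and 732 had an unadjusted p under 0.05. Leaving out an array leaves 1 array of its condition on its slide, so this test cannot be checked against single arrays.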

We opted for a fold-change (FC) of 1.3 cut-off and identified 789 downregulated and 769 upregulated genes in the DAPT-treated forebrain.

It was noted that members of the Notch signalling pathway were significantly enriched in Gene Ontology (GO) term analysis. As expected, many Notch transcriptional targets and/or Notch pathway components have their expression consistently modified in our data (Table 1). 

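Of the 11 Notch genes in Table 1, 10 could be tested, and 9 of these changed in the direction given there, against 8 with normexp, 7 with array weights and 10 with the mean over the probes of a gene. An adjusted p under 0.05 over all probes was reached by 2 of them, and 4 reached it when adjusted over the list alone. Because the study chose these genes on the same arrays, the list is not independent evidence. Each gene was read from the probe whose accession Table 1 gives, and from the brightest of them where several probes had it. The replicate block moved the first of these counts most, from 2 to 4 genes. The gene that went the other way was *Notch2* (NOTCH2), at -0.22 ± 0.41 (SD, n = 4) with DMSO and 0.0076 ± 0.28 (SD, n = 4) with DAPT. Its log2 fold change of 0.23 (standard error 0.24, limma adjusted p = 1.00) was within the spread between arrays. On slide 1 it was -0.24 and on slide 2 it was 0.69. Of its 6 probes, 5 were lower with DAPT and 1 was higher, from -0.37 to 0.23, and the mean over its probes gave a log2 fold change of -0.13. The lowest DMSO array for *Notch2* was replicate 4, without which the log2 fold change was 0.02.

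**Figure D1:**
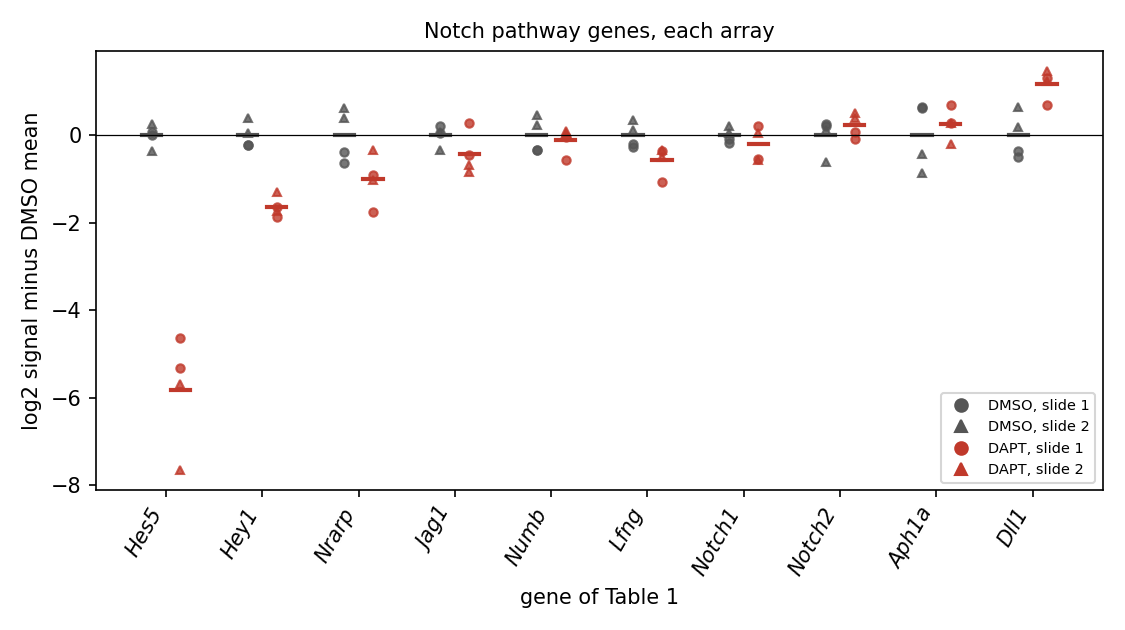
Log2 signal of the 10 tested Notch genes of Table 1 on each array, minus the mean of the DMSO arrays of the same gene (vertical axis, log2). Grey symbols are DMSO arrays, red symbols DAPT arrays, circles slide 1, triangles slide 2, and bars the means of 4 arrays. *Hes5*, with a mean difference of -5.83, and *Hey1*, with -1.63, lie below all DMSO arrays, and *Dll1*, with 1.18, lies above them.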

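The signal of *Hes5* (HES5), read by a single probe, was 2.35 ± 0.26 (SD, n = 4) with DMSO and -3.48 ± 1.30 (SD, n = 4) with DAPT. This gave a log2 fold change of -5.83 (standard error 0.53, limma adjusted p = 0.00356). Only 1 of the 4 DAPT arrays was well above background for this probe, so the size of the fall depends on signals near background. It was -5.12 when signals were raised to the lowest well-above-background signal of their array and -2.78 with normexp background correction. On slide 1 the log2 fold change was -5.02, and on slide 2 it was -6.64. Leaving out each array in turn gave -6.23 to -5.22, with an adjusted p of at most 0.0279. *Hey1* (HEY1) was at 5.98 ± 0.29 (SD, n = 4) with DMSO and 4.35 ± 0.25 (SD, n = 4) with DAPT, a log2 fold change of -1.63 (standard error 0.21, limma adjusted p = 0.0189). For both genes every DAPT array was below every DMSO array (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). The 4 *Hey1* probes were all lower, from -1.63 to -1.43. *Hey1* fell by a similar amount on each slide, -1.52 and -1.74. Its adjusted p depended on single arrays and was 0.0330 to 0.0956 over the fits that left out 1 array. The threshold was passed without DMSO replicate 2 or DAPT replicate 3. It was missed without DMSO replicate 1 (0.0603), 3 (0.0645) or 4 (0.0540) and without DAPT replicate 1 (0.0805), 2 (0.0781) or 4 (0.0956). Over all alternatives the adjusted p of *Hey1* ranged from 0.000745 to 0.0956, and it was 0.0632 with no filter on dim probes.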

The direct Notch target gene *Hes5* was highly downregulated (FC −56.83); also downregulated was *Hey1* (FC −2.89). 

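For *Dll1* (DLL1), a Notch ligand read by a single probe, the signal was 0.89 ± 0.53 (SD, n = 4) with DMSO and 2.07 ± 0.34 (SD, n = 4) with DAPT. The log2 fold change was 1.18 (standard error 0.28), and all 4 DAPT arrays were above all 4 DMSO arrays (exact permutation test, two-sided, p = 0.0286). Adjusted over all probes, the limma p was 0.467. The rise was 1.43 on slide 1 and 0.93 on slide 2. Adjusted p fell to 0.0194 with slide as a block and to 0.0183 with the array number as a block, and array weights gave a log2 fold change of 1.49 with an adjusted p of 0.0454. Over all alternatives the adjusted p of *Dll1* ranged from 0.0183 to 1.00, and with each array left out in turn the log2 fold change stayed between 1.02 and 1.40.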

As expected, *Dll1* was upregulated (FC 2.26) [22]. Additionally, we identified changes in expression levels of other components of the Notch pathway: *Jag1* (FC −1.58) [23], *Numb* (FC –1.49) [24], *Lfng* (FC −1.45), *Notch1* (FC −1.31) and *Nrarp* (FC −2.01) [25] that were downregulated (Table 1). 

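Among these genes, *Nrarp* had the largest difference, with 0.88 ± 0.60 (SD, n = 4) with DMSO and -0.13 ± 0.58 (SD, n = 4) with DAPT. Its log2 fold change was -1.01 (standard error 0.35, limma adjusted p = 1.00; exact permutation test, p = 0.0857). It was lower on each slide, by -0.83 and -1.19. With the array number as a block the adjusted p of *Nrarp* was 0.0204, in a range over alternatives from 0.0204 to 1.00. *Lfng* was at 6.72 ± 0.29 (SD, n = 4) with DMSO and 6.15 ± 0.35 (SD, n = 4) with DAPT, a log2 fold change of -0.56 (standard error 0.23, limma adjusted p = 1.00). Every DAPT array was below every DMSO array for *Lfng* (exact permutation test, p = 0.0286), and all 5 of its probes were lower, from -0.61 to -0.37. *Jag1* had 3.72 ± 0.23 (SD, n = 4) with DMSO and 3.30 ± 0.49 (SD, n = 4) with DAPT. The difference of -0.42 (standard error 0.26) was below the SD of the DAPT arrays (exact permutation test, p = 0.2), and a dimmer probe gave -0.66. *Notch1* changed by -0.21 (standard error 0.22), from 4.53 ± 0.17 to 4.32 ± 0.40 (SD, n = 4 each), and most of this came from slide 2, with -0.39 against -0.03 on slide 1 (exact permutation test over both slides, p = 0.4). All 4 *Notch1* probes were lower. *Numb* did not differ beyond the spread between arrays, with 4.78 ± 0.41 (SD, n = 4) and 4.67 ± 0.31 (SD, n = 4), a log2 fold change of -0.11 (standard error 0.25; exact permutation test, p = 0.686). The direction for *Numb* was not stable. It was 0.04 on slide 1 and -0.26 on slide 2, 2 of its 5 probes were higher and 3 lower, from -0.58 to 0.17, and it was positive with array weights (0.12), without DMSO replicate 4 (0.04) and without DAPT replicate 1 (0.04). The adjusted p of *Jag1*, *Notch1* and *Numb* was 1.00 with limma.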

Other components were upregulated, which have not been previously described as Notch targets: *Aph1A* (FC 1.34) and *Mfng* (FC 3.14) [26].

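*Aph1a* (APH1A), which encodes a subunit of gamma-secretase, was at 1.62 ± 0.76 (SD, n = 4) with DMSO and 1.88 ± 0.37 (SD, n = 4) with DAPT. Its log2 fold change of 0.26 (standard error 0.36, limma adjusted p = 1.00; exact permutation test, p = 0.6) was smaller than the SD of either condition. It was -0.15 on slide 1 and 0.68 on slide 2. Of 3 *Aph1a* probes, 2 were higher and 1 was lower, from -0.37 to 0.42. The sign turned negative with normexp background correction (-0.15), with array weights (-0.11) and without DMSO replicate 3 (-0.02). Under normexp the median of all probes was -0.31, so the value there is not a fall relative to other probes. *Mfng* was not well above background on any DMSO array and was so on 3 of the 4 DAPT arrays, so it was not tested. Set against the lowest well-above-background signal of the DMSO arrays, the DAPT mean was at least 1.69-fold higher.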

**Table 1:** Example of expression values for genes selected with an absolute fold change ≥1.3 after Gene Ontology enrichment

**Gene symbol**	**Accession number**	**Description**	**Fold change value**
*Notch signalling pathway components*			
*Hes5*	NM_001012695	Hairy and enhancer of split 5 (*Drosophila*)	−56.83
*Hey1*	XM_425926	Hairy/enhancer-of-split related with YRPW motif 1	−2.89
*Nrarp*	XM_428951	Notch-regulated ankyrin repeat protein	−2.02
*Jag1*	XM_415035	Jagged 1	−1.58
*Numb*	NM_204835	Numb homolog (*Drosophila*)	−1.49
*Lfng*	NM_204948	LFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase	−1.46
*Notch1*	XM_415420	Notch 1	−1.31
*Notch2*	XM_001233595	Notch 2	−1.30
*Aph1a*	XM_001233301	Anterior pharynx defective 1 homolog A *(C. elegans)*	1.34
*Dll1*	NM_204973	Delta-like 1 (Drosophila)	2.26
*Mfng*	XM_416278	MFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase	3.15
*Nervous system development Gene Onotology term* (*upregulated genes*)			
*Neurog1*	NM_204883	Neurogenin 1	8.85
*Nhlh2*	AF123885	Nescient helix loop helix 2	4.18
*Nefm*	NM_001101730	Neurofilament, medium polypeptide	4.05
*Tagln3*	XM_416634	Transgelin 3	3.69
*Nhlh1*	NM_204121	Nescient helix loop helix 1	3.47
*Stmn2*	NM_205181	Stathmin-like 2	2.49
*Nr5a1*	NM_205077	Nuclear receptor subfamily 5, group A, member 1	1.87
*Nrg1*	NM_204117	Neuregulin 1	1.77
*Chga*	CR523039	Chromogranin A (parathyroid secretory protein 1)	1.74
*Sim1*	U40058	Single-minded homolog 1 (Drosophila)	1.74
*Bsx*	NM_204512	Brain-specific homeobox	1.68
*Ascl1*	NM_204412	Achaete-scute complex homolog 1 (Drosophila)	1.67
*Nr5a2*	NM_205078	Nuclear receptor subfamily 5, group A, member 2	1.59
*Gap43*	XM_425527	Growth associated protein 43	1.57
*Neurog2*	NM_204796	Neurogenin 2	1.57
*Sox14*	NM_204761	SRY (sex determining region Y)-box 14	1.51
*Robo2*	XM_416674	Roundabout, axon guidance receptor, homolog 2 (Drosophila)	1.46
*Cntn2*	NM_001004395	Contactin 2 (axonal)	1.39
*Slit1*	XM_421715	Slit homolog 1 (Drosophila)	1.37
*Hes6*	BX935736	Hairy and enhancer of split 6 (Drosophila)	1.36
*Bdnf*	NM_001031616	Brain-derived neurotrophic factor	1.34
*Foxn4*	NM_001083359	Forkhead box N4	1.31
*Chrdl1*	NM_204171	Chordin-like 1	1.30

HH10 embryos were treated with N-[3.5-difluorophenacetyl-L-alanyl)]-S-phenylglycine t-butyl ester (DAPT) or Dimethyl sulfoxide (DMSO) for 16 hours, and global change in gene expression of the forebrain was compared by microarray analysis. Two Gene Ontology enriched terms have been selected: *Notch signalling pathway* and *Nervous system development*. This Gene Ontology term contains 271 enriched genes; 135 were upregulated. Here we have listed the 23 genes for which we have obtained RNA probes. The title and description for each gene are given as well as the accession number and the fold change.

Enrichment for the GO term *Nervous System Development* that included 271 genes was observed. Several proneural genes normally repressed by the Notch pathway were upregulated [17]. These included *Ascl1* (FC 1.67), *NeuroG1* (FC 8.85) and *NeuroG2* (FC 1.57). Thus, DAPT treatment caused the expected response amongst Notch signalling pathway components, including Notch effector genes and proneural bHLH transcription factors. This demonstrated the validity of the microarray approach for identifying new target genes of the Notch signalling pathway.

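*Neurog1* was at -1.73 ± 0.60 (SD, n = 4) with DMSO and 1.41 ± 0.71 (SD, n = 4) with DAPT. Its log2 fold change of 3.15 (standard error 0.39, limma adjusted p = 0.0178) was several times the spread between arrays, and it was 3.35 on slide 1 and 2.94 on slide 2. The adjusted p rose above the threshold without DMSO replicate 1 (0.0719), without DAPT replicate 2 (0.0781), without DAPT replicate 4 (0.0523) and with no filter on dim probes (0.0598), in a range over alternatives from 0.000104 to 0.0781. With each array left out in turn the log2 fold change of *Neurog1* stayed between 2.84 and 3.39. All DAPT arrays of *Neurog1* were above all DMSO arrays (exact permutation test, two-sided, p = 0.0286). *Neurog2* rose from 3.00 ± 0.37 (SD, n = 4) to 3.66 ± 0.35 (SD, n = 4), by 0.65 (standard error 0.25, limma adjusted p = 1.00), and its conditions overlapped (exact permutation test, p = 0.0571). On the slides it rose by 0.69 and 0.62, and leaving out each array gave 0.49 to 0.80. Under normexp, which lowered the median of all probes, the log2 fold change of *Neurog2* was 0.03. *Neurog1* and *Neurog2* were each read by a single probe.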

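Outside Table 1, a list of 44 further genes of Notch signalling, of which 30 were well above background and tested, did not move as a set. Their mean log2 fold change was -0.04 and their median -0.04 (limma camera, two-sided, adjusted p = 0.645 over 17 gene lists). With limma, 0 of these genes had an adjusted p under 0.05, over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. A list of 67 genes of neuronal differentiation outside Table 1, of which 41 were tested, had a mean log2 fold change of 0.39 and a median of 0.19 (camera adjusted p = 1.15e-14). Of these genes, 2 were higher with an adjusted p under 0.05 over all probes, and 9 adjusted over the list alone. With slide as a block, 8 were higher over all probes and 13 adjusted over the list alone. The adjusted p of this list was 0.00114 with fry and 0.00127 with camera at an estimated correlation. Over all its alternatives the mean was 0.07 to 0.44 and the adjusted p at most 0.00202. A list of 32 genes of neural progenitors, of which 29 were tested, had a mean of -0.05 and a median of 0.0028 (camera adjusted p = 0.392), so mean and median differed in sign. From the lower signal of Notch effector genes and the higher signal of proneural genes, the paper concludes that the response to DAPT was the one known for this pathway and that the arrays can be used to search for further targets of Notch signalling.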

### *In situ* hybridization validation of upregulated genes

To identify new molecular markers regulated directly or indirectly by Notch signalling we focused our efforts on the upregulated genes. 

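All 23 genes listed in Table 1 under nervous system development were higher with DAPT, with log2 fold changes from 0.13 for *Robo2* to 3.15 for *Neurog1*. Under normexp 21 of the 23 were higher, with *Robo2* at -0.08 and *Cntn2* at -0.09, and under array weights 22 were, with *Robo2* at -0.07. The normexp values of *Robo2* and *Cntn2* were above the median of all probes under normexp, -0.31. An adjusted p under 0.05 over all probes was reached by 5 of them, *Neurog1*, *Nhlh2*, *Tagln3*, *Nhlh1* and *Chga*, and 14 reached it when adjusted over the list alone. The list had been selected on these arrays as upregulated, so its common direction is not independent evidence. *Nhlh2* rose from 1.46 ± 0.26 to 3.52 ± 0.30 (SD, n = 4 each), by 2.06 (standard error 0.21, limma adjusted p = 0.00746). *Chga* rose from 0.53 ± 0.28 to 2.41 ± 0.14 (SD, n = 4 each), by 1.89 (standard error 0.19, limma adjusted p = 0.00632), and its 5 probes ranged from 0.80 to 2.04. These calls held with any array left out, at adjusted p up to 0.0468 for *Nhlh2* and 0.0460 for *Chga*. *Tagln3* rose from 1.61 ± 0.42 to 3.50 ± 0.33 (SD, n = 4 each), by 1.89 (standard error 0.25, limma adjusted p = 0.0228). This was the smallest change of its 4 probes, and the others rose by 2.24, 2.25 and 2.27, with limma adjusted p of 0.00353, 0.00356 and 0.0176. *Nhlh1* rose from 2.02 ± 0.47 to 3.85 ± 0.35 (SD, n = 4 each), by 1.83 (standard error 0.27, limma adjusted p = 0.0393). The calls of the probes read here depended on single arrays, and each was lost in 7 of the 8 fits that left out 1 array. *Tagln3* kept its call without DMSO replicate 2 (0.0393) and *Nhlh1* without DMSO replicate 4 (0.0373), and the adjusted p in the other fits was at most 0.0992 and 0.189. With normexp, *Nhlh2*, *Tagln3*, *Nhlh1* and *Chga* lost their calls, with an adjusted p of 0.0577 for *Nhlh2* and 0.155 for the others. *Tagln3* also lost its call with the 75th percentile (0.0980), quantile normalization (0.0716) and no filter on dim probes (0.0734), and *Nhlh1* with no filter (0.105). With the probe of the authors' table, a setting chosen after seeing the values, the adjusted p was 0.0703 for *Nhlh1* and 0.832 for *Chga*. These values are from the fit without a block, and with slide as a block the same probes had 0.0140 and 0.0352. Over all alternatives the adjusted p ranged from 0.000174 to 0.0577 for *Nhlh2*, from 0.000198 to 0.155 for *Tagln3*, from 0.000249 to 0.189 for *Nhlh1* and from 0.000174 to 0.832 for *Chga*. *Nefm* rose from 2.36 ± 0.38 to 4.38 ± 0.63 (SD, n = 4 each), by 2.02 (standard error 0.32), with a limma adjusted p of 0.0593 and a range over alternatives from 0.00105 to 0.230. It passed the threshold with slide as a block (0.00819) and without DAPT replicate 3 (0.0279). The DAPT arrays of *Stmn2*, *Gap43* and *Nr5a2* were also all above the DMSO arrays (exact permutation test, two-sided, p = 0.0286), with log2 fold changes of 1.32, 1.01 and 0.67 and limma adjusted p of 0.542, 0.566 and 1.00. With the array number as a block *Stmn2* reached an adjusted p of 0.0150 and *Nrg1*, at 0.83, of 0.0494, in ranges over alternatives from 0.0150 to 1.00 and from 0.0494 to 1.00. The genes *Nr5a1*, *Sim1*, *Bsx*, *Sox14*, *Cntn2*, *Slit1*, *Hes6*, *Bdnf*, *Foxn4*, *Chrdl1* and *Robo2*, rose by 0.13 to 0.90, and the DMSO and DAPT arrays of each of them overlapped. *Robo2*, at 0.43 ± 0.36 with DMSO and 0.56 ± 0.27 with DAPT (SD, n = 4 each), did not differ beyond the spread between arrays (exact permutation test, p = 0.629). *Chrdl1* was -0.04 on slide 1 and 0.79 on slide 2, and 1 of the 4 *Foxn4* probes was lower, by -0.39. That *Foxn4* probe was well above background on 1 DMSO array and 0 DAPT arrays and was not tested, so its sign decides nothing.

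**Figure D2:**
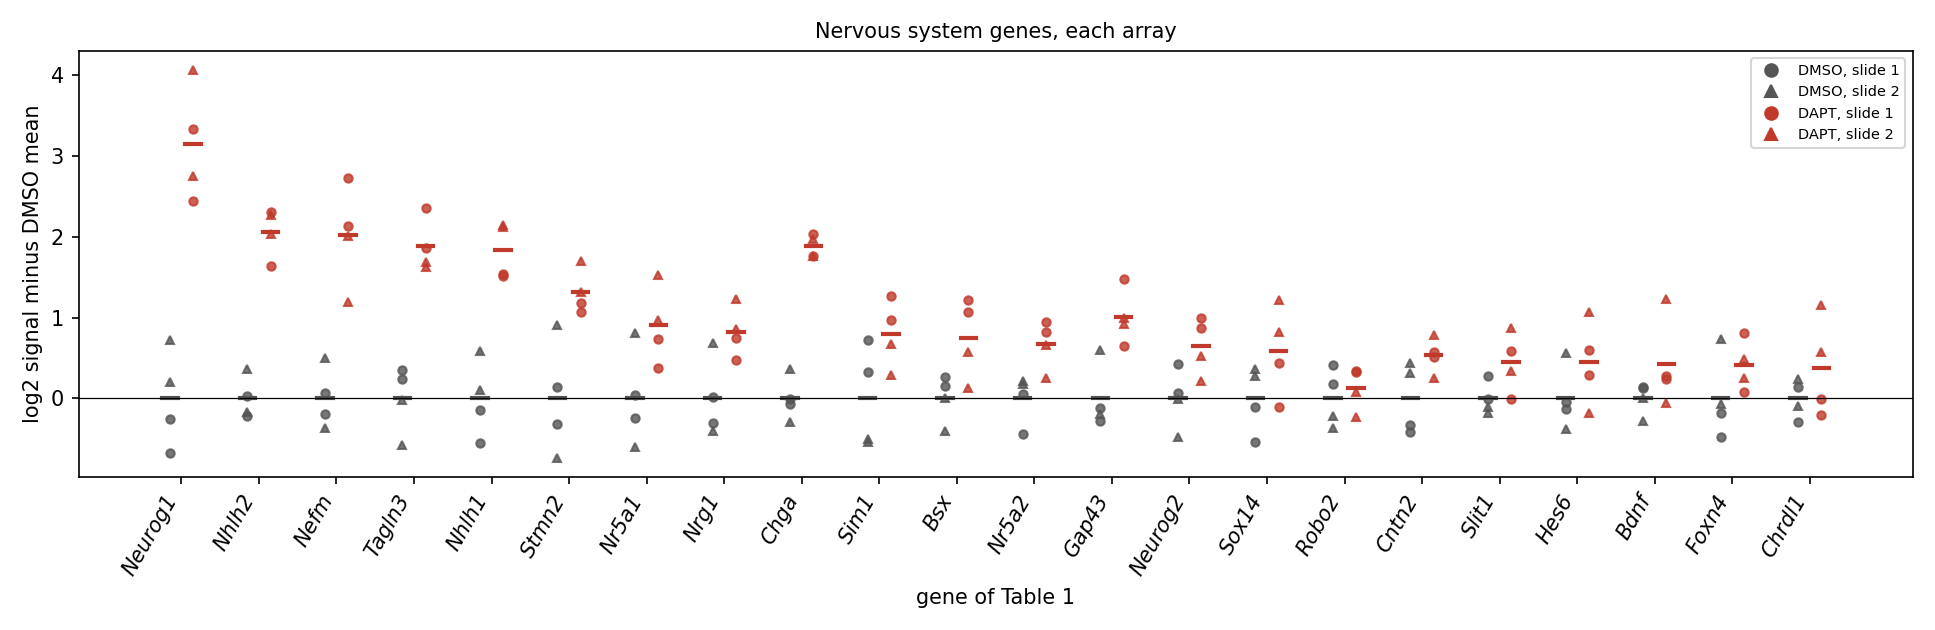
Log2 signal of 22 of the 23 genes of Table 1 listed under nervous system development on each array, minus the mean of the DMSO arrays of the same gene (vertical axis, log2). Grey symbols are DMSO arrays, red symbols DAPT arrays, circles slide 1, triangles slide 2, and bars the means of 4 arrays. The means range from 0.13 for *Robo2* to 3.15 for *Neurog1*, where normexp and array weights, not drawn, put *Robo2* below 0.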

We obtained efficient RNA probes for 23 upregulated markers from the enriched GO term *Nervous system development* (Table 1). These genes represented diverse functional classes and were either uncharacterized or only partially described during hypothalamus development. Some of these genes were already known hypothalamic markers (such as *Robo2* and *Slit1*) or Notch targets in other tissues (such as *Nhlh1* and *Stmn2*) [1,2,27]. Most of the selected genes consisted of transcription factors, binding proteins or specific neural progenitor genes.

We systematically compared the expression of these genes in control (DMSO) to DAPT-treated embryos in the same conditions as the microarray (Figure 3). Remarkably, among the upregulated genes tested, eight displayed a prominent tightly restricted expression in the rostral hypothalamus in DAPT-treated embryos (Figure 3). Interestingly, for some of these genes, this upregulation was not just restricted to the hypothalamus but was also within other domains of expression such as the roof of the mesencephalon, the olfactory epithelium or the forming ganglions.

**Figure 3:**
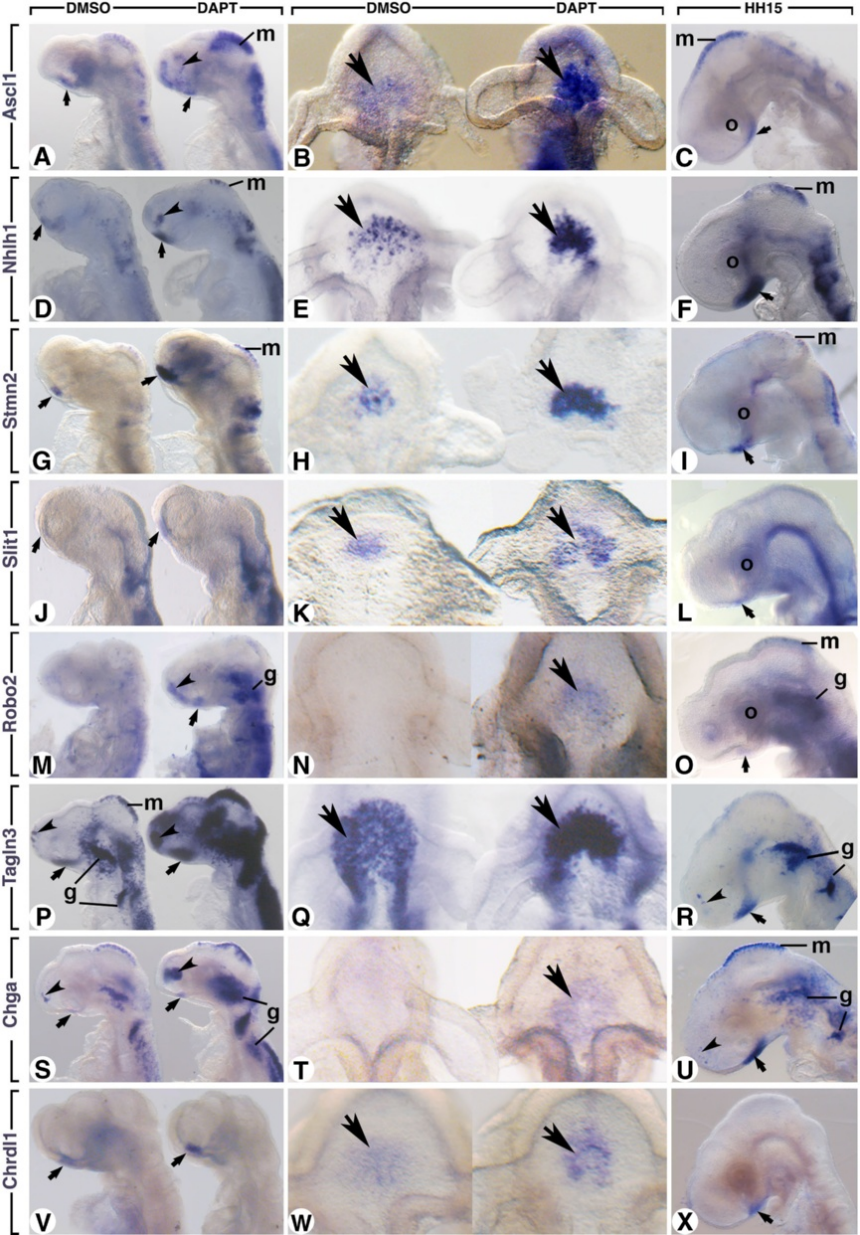
**Regionalized expression of upregulated genes in the hypothalamus in DAPT-treated chick embryos.** Whole embryo *in situ* hybridization was performed with *Ascl1***(A-C)**, *Nhlh1***(D-F)**, *Stmn2***(G-I)**, *Slit1***(J-L)**, *Robo2***(M-O)**, *Tagln3***(P-R)**, *Chga***(S-U)** and *Chrdl1***(V-X)** riboprobes on control and DAPT-treated embryos after 16 hours ex-ovo culture and on Hamburger and Hamilton (HH)15 embryos as indicated on the figure. In **B**, **E**, **H**, **K**, **N**, **Q**, **T** and **W**, mesenchymal cells and surface ectoderm were removed to obtain dissected neural tubes (ventral view) from the embryo described on the left side. Small arrows highlight specific expression of all these probes in the rostral hypothalamus. Arrowheads point to the expression in the olfactory epithelium. g, ganglia; m, roof of the mesencephalon; o, optic vesicles. DAPT, N-[3.5-difluorophenacetyl-L-alanyl)]-S-phenylglycine t-butyl ester.

After DAPT-treatment, *Ascl1* expression (n = 10) was upregulated in all tissues of the head that normally expressed this gene (Figure 3A,B). This included the neuroectoderm of the ventral diencephalon corresponding to the developing hypothalamus as shown with the dissected neural tube (Figure 3B). Expression of *Nhlh1* has been shown to be regulated by *Ascl1* and previously described in the olfactory epithelium, cranial ganglia and dorsal root ganglia [13] but not in the developing hypothalamus. Here, scattered *Nhlh1*-positive cells were found throughout the ventral midline between the two optic vesicles of HH13 control embryos (Figure 3E). In contrast, the density of *Nhlh1*-positive cells appeared higher in DAPT embryos (n = 12) at the level of the ventral diencephalon (Figure 3D,E). Furthermore, *Nhlh1* was aberrantly expressed in the olfactory placodes and the roof of the mesencephalon at this stage, whereas only a few scattered cells expressed this gene in the control embryos. Importantly, *Ascl1* and *Nhlh1* displayed the same profile of upregulation in DAPT-treated embryos. *Stmn2* (previously called SCG10) codes for a cytoskeletal protein and is an early marker of neuronal phenotype [28]. Here, in DAPT embryos (n = 10) this gene was strongly upregulated in the developing hypothalamus, and its scattered distribution was also lost (Figure 3G,H). This upregulation has been classically associated with upregulation of *Ascl1* and *Nhlh1*[13]. Altogether this signifies a change in the number and density of neurons and a precocious neurogenesis in and around the ventral midline. This was also confirmed using the HuC/D antibody on DAPT-treated embryos (Figure 2B). These observed effects fit with the expected role of Notch in regulating the number of neuronal precursors by lateral inhibition [17,29].

Among the other upregulated genes in the ventral diencephalon, two have been previously described in the mouse hypothalamus: *Robo2* and *Slit1*[27]. In the control embryos, *Slit1* expression was just emerging, whereas after DAPT treatment (n = 13), *Slit1* was upregulated in the ventral midline area (Figure 3J,K). At the same stage, *Robo2* expression was not detectable in the ventral midline of the control embryos, whereas DAPT-treated embryos (n = 14) expressed this gene (Figure 3M,N). *Robo2* was also upregulated in the forming ganglions and olfactory placodes when Notch signalling was inhibited (Figure 3M). Notably, all these tissues normally displayed Notch activity [29].

Most interestingly, *Tagln3*, *Chga* and *Chrdl1* were three genes that were not well documented. Their expressions have never been described in the developing hypothalamus or dependent of Notch signalling.

TAGLN3, a microtubule-associated protein, has been described as a neuron-specific protein in the developing neural tube [30]. In the control brain (n = 17), *Tagln3* was strongly expressed in the ventral diencephalon and showed a scattered mRNA distribution, which was lost after DAPT treatment (Figure 3P,Q). *Tagln3* was upregulated in all the tissues normally expressing this gene, which included the olfactory placodes, the ventral diencephalon, the mesencephalic roof, the ganglions and the neural tube (Figure 3R). *Chga* has been shown to be a member of the granin family of neuroendocrine secretory proteins, located in secretory vesicles of neurons and endocrine cells [31]; however, little has been discussed about its role during the early embryonic stages. When treated with DAPT, the level of *Chga* expression was increased in all the tissues normally expressing this gene at HH13 (n = 19), which includes the ventral diencephalon and the olfactory placodes as for *Tagln3* (Figure 3S). *Robo2* and *Chga* were expressed in the hypothalamus at HH13 but only when Notch activity was inhibited (HH13 in Figure 3N,T). Nevertheless, when Notch activity was normal these genes were expressed in the ventral hypothalamus from HH15 (HH15 in Figure 3O,U).

Notably, at HH15, *Tagln3* and *Chga* were similarly expressed in and around the ventral midline of the diencephalon, the forming ganglions and dorsal mesencephalon (Figure 3R,U). Interestingly, a few scattered cells expressed these genes in the olfactory epithelium (Figure 3R,U, arrowheads) suggesting a function for these new markers during olfactory sensory neurons differentiation.

Remarkably*, Chrdl1*, a BMP antagonist [32], had its expression restricted to the developing hypothalamus at HH13 and in DAPT treated embryos (n = 20). *Chrdl1* expression was clearly upregulated in this area (Figure 3V,W). At HH15, *Chrdl1* kept its restricted expression in the rostroventral hypothalamus and expression was not detected in other tissues of HH15 embryos (Figure 3X and data not shown).

All eight genes were visibly expressed ventrally at the level of the midline in the area localized between the two optic vesicles (Figure 3) corresponding to the expression domain of the Notch components previously described in Figure 1 and the nTPOC (Figure 2). In order to confirm that these expression domains were restricted to the future rostral hypothalamus, in addition to *Nkx2.1*, *Shh* was also used as a marker. At HH14, *Shh* was expressed exclusively along the ventral midline of the neural tube but, contrary to *Nkx2.1*, displayed a dynamic distribution at the level of the hypothalamus subregions [33]. As shown by the red staining in Figure 4, the future hypothalamus was arranged rostrocaudally into the anterior (rostral), tuberal and mammillary region (Figure 4). To compare precisely the expression profiles of *Shh* and *Hey1*, embryos were double labelled at HH14. Expression of *Hey1* was confined to the *Shh*-positive cells of the anterior hypothalamus in the same region that the proneural gene *Ascl1* and *Tagln3* were expressed (Figure 4). At this stage, *Hey1*, *Ascl1* and *Tagln3* displayed a salt-and-pepper-like pattern in this area.

**Figure 4:**
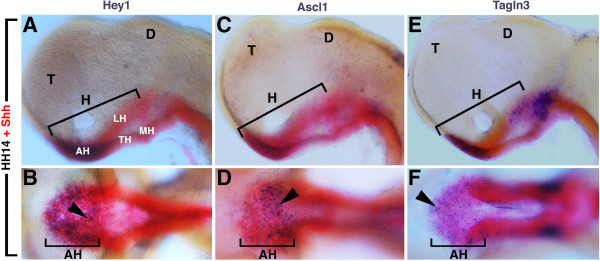
**(A-F) Hamburger and Hamilton (HH)14, dissected chick neural tube.** Expression of Notch pathway component, *Hey1***(A,B)**, the proneural gene *Ascl1***(C,D)** and a new putative target gene, *Tagln3***(E,F)** in the hypothalamus compared to *Shh* expression at HH14. The figure shows that these three genes were similarly expressed in the rostral region of the hypothalamus **(AH)**. **(A,C,E)** Lateral views with the rostral region on the left. **(B,D,F)** Ventral views of the corresponding embryos **A**, **C**, and **E**. Arrowheads show the patched expression of *Hey1*, *Ascl1* and *Tagln3*. AH, anterior (rostral) hypothalamus; D, diencephalon; H, hypothalamus; LH, lateral hypothalamus, MH, mammillary region of the hypothalamus, T, telencephalon, TH, tuberal region of the hypothalamus.

### Identification of a transcriptional program regulated *by Hes5/Hey1*, *Ascl1* and *Nhlh1*

It has been established that a conserved Ascl1/Dll1/Hes/Hey/Nhlh1 molecular circuitry operates within the progenitor pool to coordinate neurogenesis [34]. In order to test if the new candidate genes characterized in this study could have their expression directly regulated by this network, an *in silico* approach was used to determine DNA-binding signatures for ASCL1, HES5, HEY1 and NHLH1 and to detect the presence or the absence of these sites at the level of the promoter of the genes implicated in this circuitry.

By using the MatInspector (Genomatix, Munich, Germany) and Evolutionary Conserved Region (NIH, USA) browser software, the available proximal promoter sequences of selected genes were screened for binding sites in numerous organisms in order to find some cross-species genomic conservation. These promoters were defined as sequences 0.5 Mb before and 0.1 Mb after the transcription start site (+1). Despite a poor degree of nucleotide homology between mouse and chick proximal promoter regions of *Hes5* and *Dll1*, we found a conserved sequence of seven nucleotides (5’-CACCTGC-3’ - MHAM) corresponding to an antagonist-binding site for ASCL1/HEY (Figure 4). Importantly, this motif allowed us to give a better stringency condition to the *in silico* study compared to degenerated E-box (5'-CANNTG-3') and N-box (5’-CACNAG-3’) sequences attributed to ASCL1 or HEY1 alone [13]. Here, we described this motif at the level of the *Chga* and *Chrdl1* proximal promoters (Figure 5). This ASCL1/HEY motif was also found at the level of the *Mnfg* promoter, a known direct target of ASCL1 [34].

**Figure 5:**
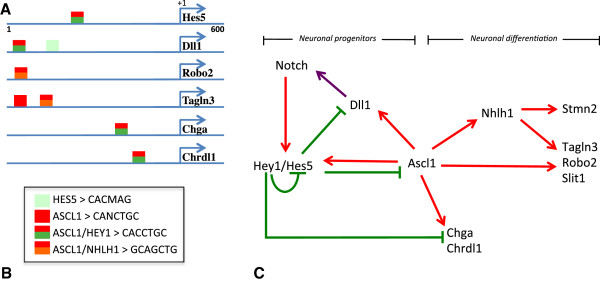
**Summary of potential regulatory interaction model of gene regulation for neurogenesis in the hypothalamus revealed by *in silico *analysis and literature. (A)** Schematic of mouse *Hes5*, *Dll1*, *Robo2*, *Tagln3*, *Chga* and *Chrdl1* promoters showing the position of evolutionarily conserved binding motifs for HES5 (light green box), ASCL1 (red box), antagonist binding sites ASCL1/HEY1 (MHAM, red and green box) and ASCL1/NHLH1 (MNAM, red and orange box). Regulatory regions comprise 500 bp before to 100 bp after the transcription start site (+1, blue arrow). The schematic represents only the motifs that were conserved among several species. **(B)** Consensus chick and mouse box sequences from the literature and this study. **(C)** A model of interaction between the negative regulators HES5 and HEY1 and the positive regulators ASCL1 and NHLH1 based on the literature and present data. Activations are identified with a red arrow and repressions are identified with a green barred line. The purple arrow refers to the activation of NOTCH receptor by its ligand DLL1. (Bertrand, 2002; Gohkle, 2008, Castro, 2011, de la Pompa 1997, and present data) [13,29,34,50].

We also observed another conserved sequence of strict 7-mer nucleotides (5’-GCAGCTG-3' - MNAM) previously described as a direct binding sequence for Ascl1 [35] that correspond to an antagonist-binding site for ASCL1/NHLH1. This sequence was found conserved in the proximal promoter region of *Robo2* and *Tagln3*.

It can therefore be proposed that these regulatory elements, which were selected for enrichment in the Ascl1/Dll1/Hes/Hey/Nhlh1 molecular circuitry, may represent signatures to drive expression in some neural tissues. Obviously the functional relevance of this finding has yet to be exhaustively explored. This *in silico* approach along with literature led us to propose a predictive model of gene regulation for neurogenesis in the hypothalamus, but this cannot be excluded as a model for other neuronal tissues such as the ganglia where neurons also differentiated during early development and expressed these new target genes (Figure 5).

## Discussion

In this report, *ex ovo* roller culture of chick embryos has allowed DAPT to be delivered at a specific concentration and time. We show that pharmacological inhibition of Notch signalling can phenocopy the experimental results obtained with other methods, but allows better temporal control [29]. Treatment with DAPT caused a rapid decline in downstream components of the Notch signalling pathway (that is, *Hes5*) that initiates the molecular cascade leading to the upregulation of the proneural bHLH gene, *Ascl1*, and the Notch ligand, *Dll1*. Numerous studies using genetic models have reported the same effect at the level of various developing tissues such as the olfactory epithelium, the roof of the mesencephalon and neural tube [18,29,36-39]. An example is the phenotype of the null mutant mice for RBPJ, the essential transcription factor mediating signalling of all Notch receptors [29]. *Hes5* transcripts normally present in the brain and spinal cord were completely eliminated in RBPJ mutant embryos, whereas *Dll1* and *Ascl1* were upregulated along with neuronal differentiation markers such as *Nhlh1*[29]. In our *ex ovo* experiments, this premature neuronal differentiation was similarly observed in the neural tube, mesencephalon and developing cranial placodes and ganglia. This study using RBPJ null mice further highlights the validity of our method.

Surprisingly, an accurate description of Notch activity during the earliest stages of mouse or chick hypothalamus development when the first neurons differentiate was not reported. However, scarce studies indicate that *Dll1*, *Notch2* and *Hes5* expression was spatially and temporally restricted to the developing mouse diencephalon from E9.5 (+/− HH11 in chick) [4,40,41]. A temporal assessment of Notch pathway effectors (for example, *Hes5*) indicated high and localized expression within the chick diencephalon in the ventral-most cells as early as HH11. Based on the hypothalamus markers, *Nkx2.1 and Shh*[19,33], we concluded that this Notch-positive region corresponds to the hypothalamic cells of the prospective anterior hypothalamus. Because *Hes5* was transcribed in the embryo solely in response to Notch signalling [8], we thus demonstrate that the first evidence of Notch activity in the chick hypothalamus starts very early on during the neuron progenitor expansion [20]. The *Hey1* expression domain overlaps with *Hes5* in the presumptive hypothalamus, further suggesting that these genes may have overlapping functions in this tissue. These results were supported by a study that has shown that a reduction in *Hes/Hey* gene dosage led to an overproduction of neurons during hair cell formation [42].

In agreement with previous studies conducted in vertebrate embryos, the salt-and-pepper-like patterns observed for *Dll1, Hes5*, *Hey1* and *Ascl1* in the rostral hypothalamus suggested that lateral inhibition regulates early production of hypothalamic neurons [17,43]. During this event, scattered cells expressing *Dll1* activate Notch in their neighbouring cells inducing the expression of the transcriptional repressors of the *Hes*/*Hey* family genes. They repress the expression of proneural bHLH genes that are essential for specifying neural fate [17]. In this study, by treating chick embryos with DAPT from HH10, *HuC/D*-positive cells were found grouped in a dense cluster of adjacent cells in DAPT-treated embryos, whereas they remained scattered in control embryos. Thus, an excessive number of cells differentiated into neurons in the ventral hypothalamus in the absence of Notch activity. This precocious neurogenesis was the typical “neurogenic” phenotype expected for the loss of function of Notch if working by lateral inhibition [9,36]. This was confirmed by the upregulation of *Ascl1* and by the loss of the salt-and-pepper profile of the neuronal markers *Nhlh1* and *Stmn2* in the absence of Notch activity. Thus, we propose for the first time that a mechanism of lateral inhibition operates in the rostral hypothalamus of the vertebrate brain to generate neurons.

This mechanism was most probably mediated by the proneural gene *Ascl1*. At E10.5, *Ascl1* was the major bHLH proneural gene expressed at the level of the mouse basal plate expressing *Nkx2*.1, whereas other proneural genes such as *Neurog1* and *Neurog2* have their expression restricted to the dorsal brain [40]. In the chick brain, *Neurog1* and *Neurog2* expression was not detected during the early phase of ventral hypothalamus development (data not shown) whereas *Ascl1* expression was restricted to the rostral domain of *Shh*. Concordantly, targeted mutagenesis demonstrated an essential role for *Ascl1* during the generation of ventral neuroendocrine neurons as well as playing a central role in subtype specification of these neurons [40].

Loss of function through gene mutations provides an essential tool to confirm whether the Notch pathway has an early function during hypothalamus neurogenesis. However, single null mice for components of Notch (ligands or receptors) and their mediators (such as *Hes1*, *Hes5* or *Hey1*) display defects in restricted areas of the developing embryo [36,44-46]. While *Hes5* mutant mice do not show any gross abnormalities, in the absence of both *Hes1* and *Hes5* genes cell differentiation was severely accelerated, leading to aberrant neuronal localization [18]. This redundancy between the major genes of the Notch pathway may explain why a role for Notch during the earliest stages of hypothalamus formation has never been strongly attributed to this pathway before. Only recently, conditional knockout mice lacking RBPJ in the forming hypothalamus were obtained [16]. However, no investigations at the early stage of hypothalamus development have been done. Concordantly, these mice showed an increased proliferation of the Arc neurons at E13.5 that may contribute to the increased body weight phenotype observed in the mutants. This abnormality probably takes place at earlier stages, as the Nkx2.1-Cre that has been used to drive Notch gene inactivation was active as early as E10.5 [47].

Other major findings in this paper were the characterization of new components of the differentiation programme of neural progenitor cells of the hypothalamus but also of the ganglia and olfactory epithelium. We have independently verified the results of our microarray screen using RNA *in situ* hybridization and demonstrated that many of these genes were specifically expressed in the hypothalamus at HH15. The specific expression of *Chrdl1* in the rostral hypothalamus was very fascinating, as the BMP pathway has been strongly implicated, coupled with *Shh* for the early patterning of the hypothalamus and in neuronal maturation [3]. This suggests that Notch signalling may regulate the activity of BMP signalling in this area.

We have additionally identified markers of early differentiating neurons such as *Nhlh1*, markers implicated in axon outgrowth such as *Stmn2* and in axon guidance such as *Robo2* and *Slit1. Robo2* and *Slit1* were expressed in the mouse developing hypothalamus from E10.5 and were required to maintain proper balance between primary and intermediate neuronal progenitors [27]. This function was probably conserved in the chick.

Most interestingly, characterization of other unknown potential neuronal markers such as *Tagln3* and *Chga* in the developing hypothalamus gave us a high level of confidence in our approach to discover new molecules regulated by Notch signalling. TAGLN3 is a microtubule-associated protein [48] and CHGA is a protein released in the circulation by neurons that interacts with STMN2 in human neuroendocrine cells [49].

At HH15, the comparison between *Tagln3* and *Chga* expression revealed a virtually identical expression pattern, not only in the hypothalamus but also in the olfactory epithelium and forming ganglions. They were similarly upregulated in all these tissues when Notch activity was blocked. These expression patterns restricted to neural tissue have not been reported before. Therefore, these genes must be considered as important new molecular markers for neurogenesis.

Importantly, *Tagln3, Chga, Robo2, Slit1* and *Chrdl1* expression has been highlighted in this study to be controlled by the Notch/proneural genes network. This cascade of genes allows cells to escape lateral inhibition (neuronal progenitor) to enter the pathway that leads to terminal neuronal differentiation (Figure 5). It was clear that coordination between numerous proneural factors was necessary for the specification of the neuronal subtypes of the ventral hypothalamus. There are numerous studies in which *Ascl1* has been identified to regulate other bHLH genes (that is, *Neurog3*, *NeuroD*, *Nhlh1*), which in turn activates neuron-specific structural genes such as *Stmn2*[4,13]. Interestingly, a genome-wide chip assay has shown that ASCL1 directly binds *Tagln3* promoter [50]. ASCL1 and CHGA have the same overexpression profile in small-cell lung cancer [51]. Although we have no *in vitro* or *in vivo* evidence that HES5, HEY1, ASCL1 and/or NHLH1 directly binds to or regulates the expression of *Chga*, *Chrdl1* and *Robo2* genes, we have found several well conserved putative HEY1-, and ASCL1- and NHLH1-binding sequences located within the 600 bp around their transcription start sites. Certainly, a more detailed fate map study of these neuronal markers will be required to better understand how they contribute to the specification of the hypothalamic sensory territories. In the meantime, our data have been compared with other screens and genome wide chip experiments to build a model of the regulatory cascade [34,50] that may regulate neurogenesis at the level of the hypothalamus and possibly other regions of the developing embryo (Figure 5).

## Conclusions

Given the almost universal use of Notch/proneural network in cell fate renewal and transition, it was necessary to look for new molecular targets. We uncovered that Notch signalling modulates the generation of neurons in the early developing hypothalamus by lateral inhibition. Most importantly, our global approach allowed us to characterize several new markers expressed in this tissue and that may have their expression under the control of the Notch/proneural genes oscillating regulation. The elucidation of this Notch/proneural transcriptional cascade including these new genes will be a challenge in the future since hypothalamic development has considerable importance for human health. Genetic defects in the development of specific cell subtypes in hypothalamus have already been reported for congenital obesity [52].

## Methods

### Roller-tube culture and drug treatments

Isa Brown fertile hen eggs were obtained from the Amice-Soquet hatchery (Lanrelas, France) and incubated in a humidified 38°C incubator for the desired stages. Embryos were staged according to Hamburger and Hamilton [53]. Embryos were collected at HH10 and cultured as described previously [54]. The γ-secretase inhibitor DAPT (Sigma, France) was dissolved in DMSO [55]. Embryos were treated with DMSO or 40 μM of DAPT in L15 culture medium (supplemented with chick serum and gentamycin). Animal experimentation protocols conformed to the European Union guidelines (RL2010/63/EU). Ethical approval was not required.

### mRNA expression profiling on microarray

A whole genome microarray analysis was performed on total RNA extracted from 5-pooled prosencephalon. Chick embryonic prosencephalon was dissected after 16 hours roller culture with DMSO or DAPT. Total RNA was immediately extracted. The RNA quality had been controlled by 2100 Bioanalyzer (Agilent). Total RNA (50 μg) from each sample was reverse transcripted and cRNAs were prepared according to the Agilent recommendations and following the one-colour protocol to be labelled with Cy3-CTP. Hybridization was accomplished on the Agilent 4x44K whole chicken genome *in situ* oligonucleotide microarray (Agilent) [21]. Image acquisition was performed using the Agilent Scanner (Biogenouest, Rennes) and signals were extracted by Agilent Feature Extraction software. The array files were submitted to the NIH Gene Expression Omnibus database (accession number GEO: GSE53129). Data normalization was performed by a per-chip 50^th^ percentile method by the Genespring Agilent GX12. GO analysis was performed using Webgestalt online software (http://bioinfo.vanderbilt.edu/webgestalt/). The *Homo Sapiens* Genome was selected as a reference set for enrichment analysis. Webgestalt used a hypergeometric statistical method and an adjustment of Benjamini-Hochberg for the Multiple Test with a significance level of 0.05. *Nervous system development* enrichment was significant with adjP = 1.55e-22. *Notch signalling pathway* enrichments performed on KEGG and Pathways Commons analysis were significant with respect to: adjP = 6.96e-07 and adjP = 5.80e-06.

### Whole-mount *in situ* hybridization and immunohistochemistry

After harvesting, embryos were fixed with 4% paraformaldehyde in phosphate buffered saline. Whole-mount *in situ* hybridization was performed as described [56]. All probes, except *Dll1*, were generated by PCR which were subcloned in pCR®II-TOPO® (Invitrogen, Cergy Pontoise, France) and used to transcribe the antisense RNA probes. A plasmid carrying chick *Dll1* (NotI-T3; gift of Frank Schubert, UK) was used. Double *in situ* hybridization on whole embryos was done with Digoxigenin and Fluorescein labelled RNA probes (Roche, Meylan, France). The protocol for immunohistochemistry has been described previously [57]. Whole-mount roller culture embryos were stained using pro-neural antibody, anti-human HuC/D (1:500, 16A11, Life technologies, Saint-Aubin, France).

### Design of transcription factor binding sites and comparative genomic analysis of promoters in various species

Mouse and chick genomic sequences were downloaded from the UCSC Genome Browser and Entrez Gene Databases. Mouse promoters were downloaded from The Eukaryotic promoter database and compared to proximal promoters predicted with PromScan Software. Mouse and chick promoters were annotated with different specific motifs such as TATA boxes using YAPP Software (http://www.bioinformatics.org/yapp/cgi-bin/yapp_intro.cgi). Predictive transcription factor-binding consensus sequences were obtained using MatInsepctor Position Specific Scoring Matrix libraries [58]. Relevant binding sites were analysed using multiple alignments and consensus sequences were transformed in IUPAC strings. These strings were reported on selected gene promoters. Finally a comparative genomic study was performed for binding sites between mammal and bird when available.

## Abbreviations

Arc: Hypothalamic arcuate neurons; bHLH: Basic helix-loop-helix; BMP: Bone morphogenic protein; DAPT: N-[3.5-difluorophenacetyl-L-alanyl)]-S-phenylglycine t-butyl ester; DMSO: Dimethyl sulfoxide; FC: Fold change; GO: Gene Ontology; HH: Hamburger and Hamilton; NICD: Notch intracellular domain; nTPOC: Nucleus of the tract of the postoptic commissure; PCR: Polymerase chain reaction; Shh: Sonic hedgehog.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LR, VDa and VDu set up and designed the experiments. LR, MW, HR and IG performed the experiments. LR and FB-H performed the *in silico* approach. LR and CD performed the microarray analysis. LR, MW, and VDu wrote the manuscript, and all authors read discussed and edited the manuscript. All authors have read and approved the final manuscript.

## References

[B1] KurraschDMCheungCCLeeFYTranPVHataKIngrahamHAThe neonatal ventromedial hypothalamus transcriptome reveals novel markers with spatially distinct patterningJ Neurosci20078136241363410.1523/JNEUROSCI.2858-07.200718077674PMC6673626

[B2] ShimogoriTLeeDAMiranda-AnguloAYangYWangHJiangLYoshidaACKataokaAMashikoHAvetisyanMQiLQianJBlackshawSA genomic atlas of mouse hypothalamic developmentNat Neurosci2010876777510.1038/nn.254520436479PMC4067769

[B3] OhyamaKDasRPlaczekMTemporal progression of hypothalamic patterning by a dual action of BMPDevelopment200883325333110.1242/dev.02707818787065

[B4] PellingMAnthwalNMcNayDGradwohlGLeiterABGuillemotFAngSLDifferential requirements for neurogenin 3 in the development of POMC and NPY neurons in the hypothalamusDev Biol2011840641610.1016/j.ydbio.2010.11.00721074524

[B5] BraySJNotch signalling: a simple pathway becomes complexNat Rev Mol Cell Biol2006867868910.1038/nrm200916921404

[B6] KawaguchiAIkawaTKasukawaTUedaHRKurimotoKSaitouMMatsuzakiFSingle-cell gene profiling defines differential progenitor subclasses in mammalian neurogenesisDevelopment200883113312410.1242/dev.02261618725516

[B7] FisherALOhsakoSCaudyMThe WRPW motif of the hairy-related basic helix-loop-helix repressor proteins acts as a 4-amino-acid transcription repression and protein-protein interaction domainMol Cell Biol1996826702677864937410.1128/mcb.16.6.2670PMC231257

[B8] OhtsukaTIshibashiMGradwohlGNakanishiSGuillemotFKageyamaRHes1 and Hes5 as notch effectors in mammalian neuronal differentiationEmbo J199982196220710.1093/emboj/18.8.219610205173PMC1171303

[B9] HenriqueDHirsingerEAdamJLe RouxIPourquieOIsh-HorowiczDLewisJMaintenance of neuroepithelial progenitor cells by Delta-Notch signalling in the embryonic chick retinaCurr Biol1997866167010.1016/S0960-9822(06)00293-49285721

[B10] MizutaniKSaitoTProgenitors resume generating neurons after temporary inhibition of neurogenesis by Notch activation in the mammalian cerebral cortexDevelopment200581295130410.1242/dev.0169315750183

[B11] LutolfSRadtkeFAguetMSuterUTaylorVNotch1 is required for neuronal and glial differentiation in the cerebellumDevelopment200283733851180703010.1242/dev.129.2.373

[B12] HirataHTomitaKBesshoYKageyamaRHes1 and Hes3 regulate maintenance of the isthmic organizer and development of the mid/hindbrainEmbo J200184454446610.1093/emboj/20.16.445411500373PMC125583

[B13] BertrandNCastroDSGuillemotFProneural genes and the specification of neural cell typesNat Rev Neurosci2002851753010.1038/nrn87412094208

[B14] NelsonBRHartmanBHGeorgiSALanMSRehTATransient inactivation of Notch signaling synchronizes differentiation of neural progenitor cellsDev Biol2007847949810.1016/j.ydbio.2007.01.00117280659PMC1979095

[B15] ShimojoHOhtsukaTKageyamaRDynamic expression of notch signaling genes in neural stem/progenitor cellsFront Neurosci20118782171664410.3389/fnins.2011.00078PMC3116140

[B16] AujlaPKNaratadamGTXuLRaetzmanLTNotch/Rbpjkappa signaling regulates progenitor maintenance and differentiation of hypothalamic arcuate neuronsDevelopment201383511352110.1242/dev.09868123884446PMC3742139

[B17] KageyamaROhtsukaTShimojoHImayoshiIDynamic Notch signaling in neural progenitor cells and a revised view of lateral inhibitionNat Neurosci200881247125110.1038/nn.220818956012

[B18] HatakeyamaJBesshoYKatohKOokawaraSFujiokaMGuillemotFKageyamaRHes genes regulate size, shape and histogenesis of the nervous system by control of the timing of neural stem cell differentiationDevelopment200485539555010.1242/dev.0143615496443

[B19] PeraEMKesselMDemarcation of ventral territories by the homeobox gene NKX2.1 during early chick developmentDev Genes Evol1998816817110.1007/s0042700501709601992

[B20] WareMSchubertFRDevelopment of the early axon scaffold in the rostral brain of the chick embryoJ Anat2011820321610.1111/j.1469-7580.2011.01389.x21599661PMC3162240

[B21] LiXChiangHIZhuJDowdSEZhouHCharacterization of a newly developed chicken 44 K Agilent microarrayBMC Genomics200886010.1186/1471-2164-9-6018237426PMC2262898

[B22] AbelloGKhatriSGiraldezFAlsinaBEarly regionalization of the otic placode and its regulation by the Notch signaling pathwayMech Dev2007863164510.1016/j.mod.2007.04.00217532192

[B23] RossDAKadeschTConsequences of Notch-mediated induction of Jagged1Exp Cell Res2004817318210.1016/j.yexcr.2004.02.00315149848

[B24] RebeizMMillerSWPosakonyJWNotch regulates numb: integration of conditional and autonomous cell fate specificationDevelopment2011821522510.1242/dev.05016121148185PMC3005598

[B25] PirotPvan GrunsvenLAMarineJCHuylebroeckDBellefroidEJDirect regulation of the Nrarp gene promoter by the Notch signaling pathwayBiochem Biophys Res Commun2004852653410.1016/j.bbrc.2004.07.15715325262

[B26] JohnstonSHRauskolbCWilsonRPrabhakaranBIrvineKDVogtTFA family of mammalian Fringe genes implicated in boundary determination and the Notch pathwayDevelopment1997822452254918715010.1242/dev.124.11.2245

[B27] Ricano-CornejoIAltickALGarcia-PenaCMNuralHFEchevarriaDMiquelajaureguiAMastickGSVarela-EchavarriaASlit-Robo signals regulate pioneer axon pathfinding of the tract of the postoptic commissure in the mammalian forebrainJ Neurosci Res201181531154110.1002/jnr.2268421688288PMC4128405

[B28] SteinRMoriNMatthewsKLoLCAndersonDJThe NGF-inducible SCG10 mRNA encodes a novel membrane-bound protein present in growth cones and abundant in developing neuronsNeuron1988846347610.1016/0896-6273(88)90177-83272176

[B29] de la PompaJLWakehamACorreiaKMSamperEBrownSAguileraRJNakanoTHonjoTMakTWRossantJConlonRAConservation of the Notch signalling pathway in mammalian neurogenesisDevelopment1997811391148910230110.1242/dev.124.6.1139

[B30] PapeMDoxakisEReiffTDuongCVDaviesAGeissenMRohrerHA function for the calponin family member NP25 in neurite outgrowthDev Biol2008843444310.1016/j.ydbio.2008.07.00118652818

[B31] HelleKBCortiAMetz-BoutigueMHTotaBThe endocrine role for chromogranin A: a prohormone for peptides with regulatory propertiesCell Mol Life Sci200782863288610.1007/s00018-007-7254-017717629PMC11135995

[B32] SakutaHSuzukiRTakahashiHKatoAShintaniTIemuraSYamamotoTSUenoNNodaMVentroptin: a BMP-4 antagonist expressed in a double-gradient pattern in the retinaScience2001811111510.1126/science.105837911441185

[B33] OhyamaKEllisPKimuraSPlaczekMDirected differentiation of neural cells to hypothalamic dopaminergic neuronsDevelopment200585185519710.1242/dev.0209416284116

[B34] GohlkeJMArmantOParhamFMSmithMVZimmerCCastroDSNguyenLParkerJSGradwohlGPortierCJGuillemotFCharacterization of the proneural gene regulatory network during mouse telencephalon developmentBMC Biol200881510.1186/1741-7007-6-1518377642PMC2330019

[B35] PacaryEHengJAzzarelliRRiouPCastroDLebel-PotterMParrasCBellDMRidleyAJParsonsMGuillemotFProneural transcription factors regulate different steps of cortical neuron migration through Rnd-mediated inhibition of RhoA signalingNeuron201181069108410.1016/j.neuron.2011.02.01821435554PMC3383999

[B36] CauEGradwohlGCasarosaSKageyamaRGuillemotFHes genes regulate sequential stages of neurogenesis in the olfactory epitheliumDevelopment20008232323321080417510.1242/dev.127.11.2323

[B37] CauEGradwohlGFodeCGuillemotFMash1 activates a cascade of bHLH regulators in olfactory neuron progenitorsDevelopment1997816111621910837710.1242/dev.124.8.1611

[B38] FiorRHenriqueDA novel hes5/hes6 circuitry of negative regulation controls Notch activity during neurogenesisDevelopmental biology2005831833310.1016/j.ydbio.2005.03.01715893982

[B39] IshibashiMAngSLShiotaKNakanishiSKageyamaRGuillemotFTargeted disruption of mammalian hairy and Enhancer of split homolog-1 (HES-1) leads to up-regulation of neural helix-loop-helix factors, premature neurogenesis, and severe neural tube defectsGenes Dev199583136314810.1101/gad.9.24.31368543157

[B40] McNayDEPellingMClaxtonSGuillemotFAngSLMash1 is required for generic and subtype differentiation of hypothalamic neuroendocrine cellsMol Endocrinol20068162316321646976610.1210/me.2005-0518

[B41] ZhuXZhangJTollkuhnJOhsawaRBresnickEHGuillemotFKageyamaRRosenfeldMGSustained Notch signaling in progenitors is required for sequential emergence of distinct cell lineages during organogenesisGenes Dev200682739275310.1101/gad.144470617015435PMC1578699

[B42] TateyaTImayoshiITateyaIItoJKageyamaRCooperative functions of Hes/Hey genes in auditory hair cell and supporting cell developmentDev Biol2011832934010.1016/j.ydbio.2011.01.03821300049

[B43] HaddonCJiangYJSmithersLLewisJDelta-Notch signalling and the patterning of sensory cell differentiation in the zebrafish ear: evidence from the mind bomb mutantDevelopment1998846374644980691310.1242/dev.125.23.4637

[B44] KokuboHMiyagawa-TomitaSNakazawaMSagaYJohnsonRLMouse hesr1 and hesr2 genes are redundantly required to mediate Notch signaling in the developing cardiovascular systemDev Biol2005830130910.1016/j.ydbio.2004.10.02515680351

[B45] PrzemeckGKHeinzmannUBeckersJde Hrabe AngelisMNode and midline defects are associated with left-right development in Delta1 mutant embryosDevelopment2003831310.1242/dev.0017612441287

[B46] SwiatekPJLindsellCEdel AmoFFWeinmasterGGridleyTNotch1 is essential for postimplantation development in miceGenes Dev1994870771910.1101/gad.8.6.7077926761

[B47] PuellesLKuwanaEPuellesEBulfoneAShimamuraKKeleherJSmigaSRubensteinJLPallial and subpallial derivatives in the embryonic chick and mouse telencephalon, traced by the expression of the genes Dlx-2, Emx-1, Nkx-2.1, Pax-6, and Tbr-1J Comp Neurol2000840943810.1002/1096-9861(20000828)424:3<409::AID-CNE3>3.0.CO;2-710906711

[B48] MoriKMutoYKokuzawaJYoshiokaTYoshimuraSIwamaTOkanoYSakaiNNeuronal protein NP25 interacts with F-actinNeurosci Res2004843944610.1016/j.neures.2003.12.01215041197

[B49] MahapatraNRTaupenotLCourelMMahataSKO'ConnorDTThe trans-Golgi proteins SCLIP and SCG10 interact with chromogranin A to regulate neuroendocrine secretionBiochemistry200887167717810.1021/bi701999618549247PMC2576284

[B50] CastroDSMartynogaBParrasCRameshVPacaryEJohnstonCDrechselDLebel-PotterMGarciaLGHuntCDolleDBithellAEttwillerLBuckleyNGuillemotFA novel function of the proneural factor Ascl1 in progenitor proliferation identified by genome-wide characterization of its targetsGenes Dev2011893094510.1101/gad.62781121536733PMC3084027

[B51] IshiiJSatoHSakaedaMShishido-HaraYHiramatsuCKammaHShimoyamadaHFujiwaraMEndoTAokiIYazawaTPOU domain transcription factor BRN2 is crucial for expression of ASCL1, ND1 and neuroendocrine marker molecules and cell growth in small cell lung cancerPathol Int2013815816810.1111/pin.1204223530560

[B52] O'RahillySHuman genetics illuminates the paths to metabolic diseaseNature2009830731410.1038/nature0853219924209

[B53] HamburgerVHamiltonHLA series of normal stages in the development of the chick. 1951Dev Dyn1992823127210.1002/aja.10019504041304821

[B54] DupéVRochardLMercierSLe PetillonYGicquelIBendavidCBourrouillouGKiniUThauvin-RobinetCBohanTPOdentSDubourgCDavidVNOTCH, a new signaling pathway implicated in holoprosencephalyHum Mol Genet201181122113110.1093/hmg/ddq55621196490PMC3390777

[B55] GelingASteinerHWillemMBally-CuifLHaassCA gamma-secretase inhibitor blocks Notch signaling in vivo and causes a severe neurogenic phenotype in zebrafishEMBO Rep2002868869410.1093/embo-reports/kvf12412101103PMC1084181

[B56] ChapmanSCSchubertFRSchoenwolfGCLumsdenAAnalysis of spatial and temporal gene expression patterns in blastula and gastrula stage chick embryosDev Biol2002818719910.1006/dbio.2002.064111969265

[B57] LumsdenAKeynesRSegmental patterns of neuronal development in the chick hindbrainNature1989842442810.1038/337424a02644541

[B58] CarthariusKFrechKGroteKKlockeBHaltmeierMKlingenhoffAFrischMBayerleinMWernerTMatInspector and beyond: promoter analysis based on transcription factor binding sitesBioinformatics200582933294210.1093/bioinformatics/bti47315860560

How the deposited data were processed for this re-analysis (not part of the article)

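Gene expression was measured in the prosencephalic domain of chick embryos cultured from HH10 for 16 hours with DMSO or 40 µM DAPT, on 4 single-dye Agilent arrays per condition, each from a pool of 5 embryos. The authors deposited the output of the scanner's image analysis for each array, whose signals are intensity values after background correction and without normalization between arrays. They also deposited a report of 34349 probes and a list of 1558 genes, which give for each condition the mean raw intensity and the mean log2 signal after the 50th percentile shift, and for DAPT over DMSO the authors' log2 fold change and a signed fold change score that is negative where the gene is lower. Each deposited set belongs to a condition, and its arrays carry the numbers 1 to 4. Each array was taken as 1 of the 4 sets of experiments that the paper describes. Slide and array number were read from the deposited array names. All per-sample columns in the tables of the whole series were accounted for, and 0 were left unused.

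The values were computed from the signals of the 8 arrays in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and the tables were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Control spots were left out. Spots that the image analysis marked as non-uniform or as population outliers were left out on that array, which concerned 13 to 44 spots per array. Saturated spots were kept. They numbered 311 to 382 on the arrays of slide 1 and 0 on those of slide 2, where signals reached 449993.5 against 90831.6 on slide 1. Spots of the same probe were averaged on the log2 scale, and the 50th percentile of each array was subtracted, as the paper's methods state. A probe was tested if it was well above background on all 4 arrays of at least 1 condition. For arrays no depth can be given, and the number of arrays and the share of spots above background limit the precision.

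Over 31312 probes, with outlier spots kept, the log2 fold changes computed this way and the authors' deposited log2 fold changes had a correlation across probes above 0.999 and differed by 0.0150 at most. Gene symbols came from the authors' report, and for 2234 probes from the RefSeq gene table, whose assembly is GRCg7b. In the report 47 symbols had been turned into dates and were named through their accessions where these matched. A gene symbol was missing for 17501 probes, which were counted under their accession. No positions are given, because the array was designed on an earlier assembly.

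Conditions were compared with limma (lmFit and eBayes), two-sided, with Benjamini-Hochberg adjustment over the 31504 probes, and without a block, since the paper's text names no paired test. The paper's text does not name a test for its gene counts. A gene was represented by its probe with the highest mean signal. Genes of Table 1 were read from the probe with the accession given there. Beside this, a two-sided exact permutation test of the difference of means over the 70 labelled splits of the 8 arrays was computed for each named gene. With 4 arrays against 4 its smallest p is 0.0286. For a gene with no well-above-background array in 1 condition, a bound was computed from the lowest well-above-background signal of each array. Gene lists were compared with limma's camera at a preset correlation of 0.01, with adjustment over 17 lists, and again with fry and with camera at an estimated correlation. The response was compared between slides with an interaction term of limma.

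Numbered arrays of the conditions were checked as pairs. After centring each probe, the correlation across probes between the DMSO and DAPT arrays of the same number was 0.679, 0.569, 0.767 and 0.505, and between arrays of the same slide with another number 0.419 to 0.675. With the slide mean removed it was 0.0489 on slide 1 and 0.356 on slide 2. The numbers were therefore used as a block only as an alternative.

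The fit was tested on simulated data, in which 200 of 31504 probes were changed on the scale of the real spread between arrays. The fit without a block recovered 117 of them (58.5%), 23 of 102 changed 2-fold and 94 of 98 changed 4-fold, with 4 false calls (3.31%). The limit set for this test had been that 80% of all changed probes be recovered. It was not met, and after this was seen it was put on the 4-fold changes alone, with the same simulation. With slide as a block, 187 were recovered (93.5%), 89 of the 2-fold and 98 of the 4-fold changes, with 18 false calls (8.78%).

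The tests, the filter, the gene lists, the thresholds, the main normalization and most alternatives were chosen before the data were examined. Named are the genes of Table 1 and of the paper's array results, and the 5 highest and 5 lowest by log2 fold change among genes with an adjusted p under 0.05, a gene name, a change of at least 1.3-fold and all DAPT arrays on the same side of all DMSO arrays, and genes of the gene lists. The lists cover Notch signalling outside Table 1, neuronal differentiation, neural progenitors, cell cycle, hypothalamus and ventral forebrain patterning, eye and lens, midbrain and hindbrain, cranial ganglia and placodes, neural crest, red blood cells, endothelium, heart and skeletal muscle, the W chromosome, stress and heat shock, hypoxia and glycolysis, membrane substrates of gamma-secretase, and Sonic hedgehog and BMP response. Of their genes, 1 substrate of gamma-secretase is also in Table 1, and the other lists hold 0 genes of Table 1. The study did not select these lists.

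The alternatives chosen beforehand were the 75th percentile or quantile normalization, no filter on dim probes, well above background on all 8 arrays, outlier spots kept, saturated probes left out, slide or array number (replicate) as a block, trend and robust variances, array weights, a floor at the lowest well-above-background signal, each array left out in turn, unadjusted p, probes in place of genes, 1.5-fold and 2-fold thresholds, and the mean over the probes of a gene. Normexp background correction with an offset of 50 on the median spot signals, the probe of the authors' table, and fits of each slide alone were chosen after seeing the data. Enrichment of Gene Ontology terms, promoter motifs, in situ hybridization and immunostaining were not analysed here.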

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

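Of the tests reported here, normexp background correction and the comparisons of each slide alone were chosen only after the results were seen, and the tests of the W chromosome were set out once its low signal had been noticed but before the values that they measure were seen.

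For the genes of Table 1, the other named genes, 8 probes of HINTW, the median signal and the share of spots well above background, the 4 arrays of each condition were searched for an array far from the other 3, by Dixon's ratio of gap to range. Of 96 groups of 4 arrays 8 had such an array, where chance gives about 4.8. Of the 8, 4 are probes of the same gene on the same array, and 1 is the median signal of an array, so they are not 8 independent cases.

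The signal of HINTW, a gene of the W chromosome, which only female chicks carry, was far below the other DAPT arrays on DAPT replicate 2. HINTW probes 1, 2, 6 and 7 were at -1.29, 0.54, -0.0097 and -0.81 there, while on the other 7 arrays these probes were at 7.79 to 9.69. HINTW probes 3 and 5 were at 5.66 and 5.80 on that array, and HINTW probe 4 stayed at 7.98. A hybridization or labelling fault of that array is argued against: 5 of 8 HINTW probes fell by at least 5 on the log2 scale, but 0 of 243 autosomal probes of the same brightness did (0.0%). A pool of male embryos only would raise Z chromosome probes, and these were 0.33 above the autosomal probes on DAPT replicate 2, against -0.39 to 0.11 on the other arrays. This is consistent with a pool without female embryos, as a hypothesis, since the pattern was found on these data. Why probe 4 stayed high, such as by binding the related gene of the Z chromosome, was not tested. All 42 probes called between the conditions kept their direction without DAPT replicate 2, and 11 of them were still called. Of the 42 probes, 0 of the 29 with a known chromosome lay on the W chromosome, and 2 lay on the Z chromosome.

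For *Notch2*, DMSO replicate 4 was at -0.83, far below the other DMSO arrays, which were at -0.09 to 0.05. Without this array the log2 fold change of *Notch2* was 0.02 in place of 0.23, so this array carries most of the difference. Since only 1 of the 96 groups is concerned, chance stays open, and no biological explanation was tested.

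The median signal of DMSO replicate 3 was 353.8 before normalization, and the other DMSO arrays were at 197.7 to 205.8. The share of spots well above background, 77.3%, was within that of the other DMSO arrays. Normalization to the median removes a common factor. Without this array 14 probes were called higher and 6 lower, and all 20 were among the 42. A difference in labelling or scanning and a difference in the pool cannot be parted with 1 array, and neither was tested.

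LOC419390 and LOC419391, which the paper does not name, had large falls with DAPT. How these compare with the fall of *Hes5* is not known, because *Hes5* was well above background on only 1 DAPT array. Over alternatives the log2 fold change was -6.23 to -2.78 for *Hes5* and -4.83 to -4.32 for LOC419390. LOC419390 was at 6.18 ± 0.52 (SD, n = 4) with DMSO and 1.54 ± 0.64 (SD, n = 4) with DAPT, a log2 fold change of -4.63 (standard error 0.35, limma adjusted p = 0.00112), with -4.22 on slide 1 and -5.05 on slide 2. Its 3 probes gave -4.89 to -4.63, and leaving out each array gave -4.83 to -4.33 with an adjusted p of at most 0.00802. LOC419391 was at 4.08 ± 0.28 (SD, n = 4) with DMSO and -0.23 ± 1.20 (SD, n = 4) with DAPT, a log2 fold change of -4.30 (standard error 0.50, limma adjusted p = 0.0136). Its lowest array was replicate 3 in both conditions, at 3.66 with DMSO and -2.02 with DAPT, far from the other 3. Without DMSO replicate 1 and without DMSO replicate 4 the adjusted p of LOC419391 was 0.0603 and 0.0540, over alternatives it ranged from 6.78e-06 to 0.0603, and the change stayed between -4.53 and -3.70 with each array left out. The slide as the source is argued against for both, as LOC419391 fell by -3.87 on slide 1 and -4.73 on slide 2. The authors' report describes LOC419390 as similar to an enhancer of split related protein and LOC419391 as similar to Hes5. Binding of *Hes5* transcripts to their probes was not tested and stays open beside a fall of their own transcripts.

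EFCAB6, also not named by the paper, changed by -1.58 (standard error 0.22, limma adjusted p = 0.0260), from -2.49 ± 0.20 to -4.07 ± 0.37 (SD, n = 4 each). It was well above background on all 4 DMSO arrays and on 0 DAPT arrays, so the size of the fall is not known. Its call was lost with each array left out (adjusted p 0.0523 to 0.117), and over alternatives the adjusted p ranged from 0.00162 to 1.00. With signals raised to the lowest well-above-background signal the change was -0.61, and with normexp it was 0.39. Neither the size nor, under normexp, the direction of the change held, and a biological fall stays untested.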

How the results depend on the processing

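Chosen only after the data had been seen were normexp background correction on the median spot signals, the probe of the authors' table and the fits of each slide alone. The planned normexp on mean spot signals was not run, because the image analysis output lacks that column. The authors' report was not run as an alternative, since it holds condition means only, and promoter motifs were not tested without a chicken genome. Unless a value or the construction of the alternative shows it, the cause of a change was not tested.

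The number of probes with an adjusted p under 0.05 (30 higher, 12 lower) was 102 and 38 with the slide block, 121 and 70 with the replicate block, 60 and 20 with array weights, 7 and 6 with no filter on dim probes, and 373 and 343 at an unadjusted p under 0.05. With normexp 3 were higher. The called sets of the 3 blocked or weighted fits included all 42 probes. All 13 called with no filter and 13 of 17 called with normexp were among them. With each array left out there were 5 to 20 higher and 6 to 15 lower, and between 11 and 32 in all. The other alternatives stayed within 1.5 times.

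Genes at least 1.3-fold changed with an adjusted p under 0.05 (19 higher, 6 lower) numbered 70 and 25 with the slide block, 84 and 49 with the replicate block, 40 and 12 with array weights, 3 and 3 with no filter, 252 and 236 at an unadjusted p, and 30 and 12 when probes were counted. With normexp 1 was higher, and 3 were lower when all 8 arrays had to be well above background. Leaving out each array gave 2 (without DAPT replicate 2 or 4) to 13 (without DMSO replicate 4) higher and 2 (without DMSO replicate 4) to 6 lower. Without a test (792 higher, 904 lower) there were 2582 and 9023 with normexp, whose median over all probes was -0.31, while other settings had medians from -0.06 to 0.04. No filter gave 2506 and 2023, array weights 1244 and 1761, a 1.5-fold threshold 282 and 318, a 2-fold threshold 76 and 70, and the filter on all 8 arrays 540 lower. With each array left out there were 875 to 1376 higher and 908 to 1450 lower. The fold thresholds and the filters change the counts by construction.

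Of the Notch genes of Table 1, 2 passed the adjusted threshold, against 1 with no filter or with the filter on all 8 arrays, which removes *Hes5*, and 4 with the replicate block. Leaving out each array gave 1 to 2, with 1 in all cases but DMSO replicate 2 and DAPT replicate 3. Of the nervous system genes 5 passed, against 1 with normexp, 2 with no filter, 8 with the replicate block and 3 with the probe of the authors' table, and 2 (without DMSO replicate 1, DAPT replicate 2 or DAPT replicate 4) to 4 with each array left out. Adjusted over the list alone, 14 of the latter passed, against 9 with normexp and 9 to 14 with each array left out.

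By gene, 33 log2 fold changes of Table 1 were followed, and *Hes5* kept its direction and call in all alternatives that tested it. Outlier spots kept, saturated probes left out and the floor changed none of the 33 calls. No filter on dim probes, which adds tests of dim probes, took the call from *Hey1* (-1.63), *Neurog1* (3.15), *Tagln3* (1.89) and *Nhlh1* (1.83). Normexp took it from *Nhlh2* (1.30), *Tagln3* (1.14), *Nhlh1* (1.096) and *Chga* (1.19). *Tagln3* also lost it with the 75th percentile (1.89) and quantile normalization (1.87). The probe of the authors' table, in the fit without a block, took it from *Nhlh1* (1.79) and *Chga* (0.80). *Dll1* gained a call with the slide block (1.18), replicate block (1.18) and array weights (1.49), *Nefm* with the slide block, replicate block and trend and robust variances (2.02 each), array weights (2.15) and the mean over its probes (2.12), and with the replicate block alone *Nrarp* (-1.01), *Stmn2* (1.32) and *Nrg1* (0.83). For the genes whose call changed when an array was left out, the range was -1.74 to -1.50 for *Hey1*, 2.84 to 3.39 for *Neurog1*, 1.78 to 2.29 for *Nefm*, 1.69 to 2.00 for *Tagln3* and 1.65 to 2.03 for *Nhlh1*. EFCAB6 reversed to 0.39 with normexp, and it is at background on all DAPT arrays.

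Of the gene lists, neuronal differentiation kept its direction and call throughout. Eye and lens (mean 0.29) lost its call with fry (0.29) and with an estimated correlation (0.29). With normexp its mean was -0.0042 (camera adjusted p = 0.0851), where the median of all probes was -0.31. The list thus stayed above that median, and its change of sign does not show a reversal relative to other probes. Normexp also brought a call for neural progenitors (-0.59), cell cycle (-0.68), stress and heat shock (-0.60), hypoxia and glycolysis (-0.59) and heart and skeletal muscle (0.11). Heart and skeletal muscle was also called with saturated probes left out (0.15), the slide block (0.15), the replicate block (0.15) and the floor (0.17). Neural crest was called with saturated probes left out (0.14) and the replicate block (0.12), red blood cells with the replicate block (0.32) and the W chromosome with the replicate block (-0.40). Over the fits without 1 array the mean was -0.20 to 0.033 for cell cycle, 0.098 to 0.16 for neural crest, -0.27 to 0.88 for red blood cells, -0.041 to 0.30 for heart and skeletal muscle and -0.65 to -0.045 for the W chromosome, and each of these lists was called in at least 1 of these fits. The test of a different response between slides called 0 probes with limma. Its fits with an array left out hold 1 array of a condition on a slide, so their calls are not read.

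What signal over background limits is the size of changes in which a condition is near background, as for *Hes5*, *Mfng*, EFCAB6 and SYT4. In simulated data the fit without a block recovered 22.5% of 2-fold changes and 95.9% of 4-fold changes, so that a gene without a call is not shown to be unchanged.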

Differences from the paper's values

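Of the alternatives named here, only the probe of the authors' table and normexp were chosen after the results were seen. Fold changes are signed, with negative values for genes lower with DAPT.

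For *Numb* the paper's value is -1.49, and the value here is -1.08. Of the alternatives set before the data were examined, those without DMSO replicate 1 (-1.17), DMSO replicate 2 (-1.17), DAPT replicate 3 (-1.12) and DAPT replicate 4 (-1.13) did not differ from the paper's value by more than the spread between arrays, and all others did. Normexp, chosen after seeing the data, gave -1.68, which did not differ by more than the spread. For *Notch2* the paper's value is -1.30, and the value here is 1.17, in the opposite direction. Only the mean over the probes of the gene (-1.10) did not differ, among the alternatives set before the data were examined. For *Chga* the paper's value is 1.74, and the value here is 3.69. All alternatives set before the data were examined differed, with values from 3.01 to 4.02. For *Robo2* the paper's value is 1.46, and the value here is 1.09. Without DMSO replicate 1 (1.20), without DAPT replicate 4 (1.19) and with the mean over the probes of the gene (1.27) it did not differ, and under the other alternatives set before the data were examined it did. With the probe of the authors' table, a setting chosen after seeing the values, the fold changes of *Numb*, *Notch2*, *Chga* and *Robo2* were -1.49, -1.30, 1.74 and 1.46.

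The paper lists *Notch2* among the genes that are lower with DAPT, and its log2 fold change here was 0.23. For 9 of the 10 tested Notch genes and for 23 of 23 nervous system genes of Table 1 the direction was that of the table. The paper presents all genes of Table 1 as changed, and with limma 7 of 33 tested genes had an adjusted p under 0.05. Settings that call further genes were the slide block (*Dll1* and *Nefm*), the replicate block (*Dll1*, *Nrarp*, *Nefm*, *Stmn2* and *Nrg1*), array weights (*Dll1* and *Nefm*), trend and robust variances (*Nefm*), the mean over the probes of the gene (*Nefm*) and the fit without DAPT replicate 3 (*Nefm*). Of the 1148 probes in the authors' list that were tested here, 11 had an adjusted p under 0.05 with limma, 46 with the slide block and 280 at an unadjusted p under 0.05.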

Other observations

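The counts of splits within slides, the fits of each slide alone and the comparison of HINTW with the calls of slide 1 on slide 2 were chosen only after the result was seen, and the genes named beside the slide block were chosen after their values were seen.

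The number of probes called between DAPT and DMSO was set against other splits of the 8 arrays into 4 and 4. Of 35 splits, 2 gave at least the 42 calls of the real split, the real split included, a share that by itself does not exclude chance. The other was the split by slide, with 13122 probes, which follows a technical difference and not a random grouping, and the remaining splits gave 0. With slide as a block the real split gave 140 calls. Of the 18 splits that keep 2 arrays of each slide in each group, 1 gave as many, the real split itself, and the others gave 0. A share under 0.05 cannot be reached with 18 splits, so this count alone cannot exclude chance. Against chance stands that 31 of 32 probes called on slide 1 alone and 41 of 42 called on slide 2 alone changed in the same direction on the other slide, although probes are not independent of each other.

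A slide difference as the source of the genes higher or lower in DAPT is argued against by the direction on the slides. Of the probes called on a single slide, 97.3% changed in the same direction on the other slide. The test had been planned so that a move of the number of calls by more than 1.5 times with slide as a block would also speak for a slide difference. The number did move, from 42 to 140, but upward and without losing any of the 42.

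A different sex makeup of the pools was tested at the W chromosome probes. Of 38 tested probes 0 were called with limma, 1 had an unadjusted p under 0.05, and 0.0% had all DAPT arrays on the same side of all DMSO arrays. A difference in single pools would not separate the conditions in this way, and so few probes leave little room below the share that chance gives, so this count alone decides nothing. The slides do argue against it as the source of the pattern. HINTW differed between DAPT and DMSO by a mean of -2.95 over its 8 probes on slide 1, which holds DAPT replicate 2, and by -0.21 on slide 2, where the DMSO arrays differed by 0.13 and the DAPT arrays by 0.72 in their HINTW means. The 32 probes called on slide 1 alone would have to shrink likewise, but their median log2 change, in the direction of slide 1, was 2.45 on slide 1 and 1.73 on slide 2 (quartiles 1.28 and 2.24). On slide 2, 33 of the 38 W chromosome probes were lower with DAPT, so a small difference in sex makeup, with small effects on single genes, stays open. The list of 24 W chromosome genes, of which 6 were tested, had a mean log2 fold change of -0.40 and a median of -0.16 (camera adjusted p = 0.258), and it was called with the replicate block (-0.40, adjusted p = 0.0298) and without DAPT replicate 3 (-0.65, 0.0416). Without DAPT replicate 2 its mean was -0.045 (0.940), so this array carries nearly all of the change of the list. Over alternatives the adjusted p ranged from 0.0298 to 0.940.

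Uneven inclusion of midbrain or hindbrain tissue at dissection, as an explanation for genes higher or lower in DAPT, was tested with a list of 25 marker genes, of which 13 were well above background. Their mean log2 fold change was -0.0051 and their median 0.09 (camera adjusted p = 0.767), with different signs. The most abundant of these genes went both ways, with GATA3 at 0.16, FGF8 at -0.55, PAX7 at 0.21 and PAX2 at 0.45 (limma adjusted p = 1.00 each). A mean near 0 over genes that go both ways decides nothing, and signal above background for these 13 genes does not tell whether it came from the prosencephalic domain or from tissue caudal to it, so this explanation stays open.

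More cells of cranial ganglia or neural crest in the dissected tissue, as an explanation for genes higher in DAPT, was tested in the same way. The neural crest list (21 genes, 20 well above background) had a mean of 0.12 and a median of 0.14 (camera adjusted p = 0.0940). It was called without DAPT replicate 3 (0.11, adjusted p = 0.0465, in a range over alternatives from 0.0300 to 0.972). Its most abundant genes were CRABP1 at 0.29, COL2A1 at 0.07, MSX1 at 0.03 and FOXD3 at -0.19 (limma adjusted p = 1.00 each). The list of cranial ganglia and placodes (23 genes, 14 well above background) had a mean of 0.13 and a median of 0.06 (camera adjusted p = 0.160), with DLX5 at -0.03 and DLX6 at -0.08. These values are too small against the spread to decide, and the explanation stays open beside a response of the dissected tissue itself.

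Of the other lists, eye and lens (30 genes, 21 tested) had a mean of 0.29 and a median of 0.25 (camera adjusted p = 0.000337). This call did not hold with fry (0.289) or an estimated correlation (0.239), in a range over alternatives from 2.34e-05 to 0.289. With limma 0 of its genes had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05, all of them higher. Of all lists only neuronal differentiation was called with all of camera, fry and camera at an estimated correlation. Hypothalamus and ventral forebrain patterning (21 genes, 17 tested) had a mean of -0.16 and a median of 0.03, with different signs (camera adjusted p = 0.240). Of its genes 4 were lower and 1 was higher with an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 with limma. These counts are from the fit without a block. With slide as a block SHH (-1.27, limma adjusted p = 0.0312) and NKX2-2 (-1.23, 0.00754) passed the threshold. Cell cycle (37 genes, 33 tested) had a mean of -0.07 and a median of -0.07 (camera adjusted p = 0.258). Without DMSO replicate 1 its mean was -0.20 (0.000577) and without DAPT replicate 4 it was -0.11 (0.0365), in a range over alternatives from 0.00017 to 0.993. Red blood cells (26 genes, 14 tested) had a mean of 0.32 and a median of 0.22 (camera adjusted p = 0.190). This list was called without DMSO replicate 1 (0.76), DMSO replicate 2 (0.84) and DAPT replicate 3 (0.88), at an adjusted p of 0.00615 to 0.0169, in a range over alternatives from 0.00615 to 0.951. Heart and skeletal muscle (32 genes, 19 tested) had a mean of 0.15 and a median of 0.11 (camera adjusted p = 0.0580), and it was called without DMSO replicate 1 (0.30), DMSO replicate 2 (0.28), DAPT replicate 3 (0.23) and DAPT replicate 4 (0.29), in a range of adjusted p over alternatives from 0.000577 to 0.856. Endothelium (21 genes, 16 tested) had a mean of 0.01 and a median of 0.13 (camera adjusted p = 0.623), and Sonic hedgehog and BMP response (24 genes, 20 tested) had 0.03 and 0.03 (0.623). Stress and heat shock (36 genes, 28 tested) had a mean of -0.0089 and a median of -0.01 (camera adjusted p = 0.865), hypoxia and glycolysis (26 genes, 23 tested) -0.03 and -0.03 (0.767), and membrane substrates of gamma-secretase (24 genes, 14 tested) -0.03 and -0.03 (0.767). An unadjusted p under 0.05 was reached by 12 higher and 1 lower gene of neuronal differentiation, 2 higher genes each of red blood cells and of heart and skeletal muscle, 2 lower genes of midbrain and hindbrain, 1 higher gene each of cranial ganglia and placodes and of stress and heat shock, 1 lower gene of endothelium, 1 higher and 1 lower substrate of gamma-secretase, and 0 genes of neural progenitors, cell cycle, neural crest, the W chromosome list, hypoxia and glycolysis, and Sonic hedgehog and BMP response.

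The 5 highest named genes were NEUROG1, NEFM, NHLH2, TAGLN3 and CHGA. The brightest NEFM probe changed by 2.22 (standard error 0.29, limma adjusted p = 0.0189), over fits without 1 array by 2.00 to 2.41, and its adjusted p in these was 0.0266 to 0.0956.

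With slide as a block further genes passed an adjusted p of 0.05 that did not pass it without a block. Lower were INHBA (-2.23, adjusted p = 0.0701 without and 0.00880 with the block), SHH (-1.27, 1.00 and 0.0312) and NKX2-2 (-1.23, 1.00 and 0.00754). Higher were SYT4 (2.21, 0.146 and 0.000745), NEFL (1.60, 0.0703 and 0.00347), ISL1 (1.45, 0.151 and 0.00671), ELAVL4 (1.19, 0.515 and 0.00595) and POMC (1.12, 1.00 and 0.0314). SYT4 was well above background on only 2 of the 4 DMSO arrays, so the size of its rise depends on signals near background. ST18 (1.40, adjusted p = 0.0136) and ONECUT1 (1.36, adjusted p = 0.0269) passed without a block. These calls depended on single arrays. With each array left out the limma adjusted p was 0.0329 to 0.0818 for ST18 and 0.0513 to 0.120 for ONECUT1, which lost its call each time. HES1 (-0.36), NKX2-1 (-0.42), LHX5 (-0.40) and TUBB3 (-0.17) had an adjusted p of 1.00 without a block.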
